# A Dual Role of the Senescence Marker P16Ink4a in Liver Endothelial Cell Function

**DOI:** 10.3390/cells13231929

**Published:** 2024-11-21

**Authors:** Kay-Dietrich Wagner, Hasan Safwan-Zaiter, Nicole Wagner

**Keywords:** p16Ink4a, endothelial cell, liver, senescence, proliferation, reactive oxygen species, endothelial cell leakage, loss-of-function, gain-of-function, migration, inflammation

## Abstract

P16Ink4a is a well-established marker of senescence. Although P16Ink4a is expressed in endothelial cells, little is known about its function in these cells. Using isolated liver endothelial cells with silencing or overexpression of P16Ink4a, we show here that dependent on P16Ink4a levels, different pathways and functions are affected. High levels of P16Ink4a reduce proliferation and induce senescence, while low levels have the opposite effects. Only high P16Ink4a expression reduces in vitro angiogenesis. Expression profiling reveals an inflammatory phenotype upon silencing of P16Ink4a, while P16Ink4a overexpression is associated with a profile associated with DNA damage, repair and senescence. Low levels of P16Ink4a induce reactive oxygen species (ROS) generation and increase endothelial cell leakage. Collectively, P16Ink4a represents an “antagonistic pleiotropy” gene, which is, on the one hand, required to prevent ROS generation and endothelial damage and, on the other hand, inhibits angiogenesis through induction of senescence at high levels.

## 1. Introduction

Senescence is a stress response characterized by an irreversible arrest of cellular proliferation [1]. It was first described in cultured primary fibroblasts in response to extensive periods of culture and passaging [2,3]. It is widely accepted that senescence contributes to aging and age-related disease. Thus, targeting senescent cells became a hot topic for therapeutic exploitation [4]. However, according to the evolutionary “antagonistic pleiotropy” theory of senescence and aging, certain genes could have evolved because of beneficial early properties in life, but they also might have deleterious later effects [5,6]. Typical established markers for aging and senescence are P16Ink4a and P21 [7,8,9,10]. They were both initially identified as cell cycle inhibitors [11,12]. P16Ink4a acts as a specific inhibitor of the cyclin-dependent kinases CDK4 and CDK6, subsequently inducing proliferation arrest by rendering retinoblastoma protein (pRB) in a hypo-phosphorylated state [13]. P21 acts as a downstream effector of P53 in cell cycle control and senescence [14]. In agreement with the antagonistic pleiotropy theory, the senescence marker P16Ink4a is frequently inactivated in human tumors [15], and *P16Ink4a* knockout mice die prematurely due to malignancies, mainly soft tissue tumors and angiosarcomas [16]. Besides P16Ink4a knockout mice, several mouse models have been developed to specifically ablate p16Ink4a expressing cells [17,18,19,20]. In these animals, several beneficial effects in aging have been described but also a reduction in health span, a requirement for P16Ink4a expressing cells in wound healing, and p16Ink4a-dependent promotion of epithelial stem cell regeneration in the lung (reviewed in [21]).

We recently investigated P16Ink4a expression systematically in different organs during embryonic and postnatal development in adult and aged mice [22]. In agreement with the literature, P16Ink4a was highest in old animals but also showed a dynamic expression pattern in development. In the adult and aging populations, P16Ink4a was consistently localized in endothelial cells in different organs with the highest expression in liver endothelial cells. Although it had been shown before that ablation of cells with high expression of P16Ink4a results in defects of the endothelial cell layer lining, the vessels in the liver and fibrosis [19], this model, which eliminated the endothelial cells, is not informative to clarify the functional relevance of P16Ink4a in endothelial cells. For this purpose, we established here primary cultures of liver endothelial cells with silencing or overexpression of P16Ink4a and show that, dependent on P16Ink4a expression levels, the endothelial cells show distinct functional characteristics.

## 2. Materials and Methods

### 2.1. Mouse Liver Endothelial Cell Isolation and Culture

All animal work was conducted according to national and international guidelines. C57BL/6 mice were purchased from Janvier Labs (Le Genest-Saint-Isle, France). Animals were euthanized by cervical dislocation and the livers dissected. Mouse liver endothelial cells (Cd31+) [22,23] and liver endothelial sinusoidal cells (Cd146+) [24] were isolated from livers of 3-month-old female mice. Liver samples were cut into approximately 1 mm^3^ fragments and digested with collagenase A and type I DNase (1 mg/mL and 100 IU/mL, respectively, Roche Diagnostics, Meylan, France) for 60 min at 37 °C. Cd31+ and Cd146+ cells were then purified from the cell suspension using Cd31 (Cat: 130-097-418) or Cd146 (Cat: 130-092-007) MicroBeads followed by magnetic separation in LS columns (Miltenyi Biotec SAS, Paris, France). Cd31+ and Cd146+ cells were grown in RPMI medium (Invitrogen, Cergy Pontoise, France) supplemented with 10% fetal calf serum (FCS), 100 IU mL^−1^ penicillin, and 100 µg mL^−1^ streptomycin (Invitrogen, Cergy Pontoise, France).

### 2.2. Lentivirus Production

Lentivirus for the transfection was prepared essentially as described [25]. An amount of 8.6 µg of pLenti-C-mGFP-P2A-Puro (cat.: PS100093) vector expressing “empty vector”, and P16 cDNA in the same vector backbone (cat.: MR201412L4, OriGene Technologies GmbH, Herford, Germany), or pLKO.1 vector (Sigma, St. Louis, MO, USA), expressing P16shRNA or non-coding shRNA, 8.6 µg of Lenti-Delta 8.91 and 2.8 µg of VSV-g (obtained from Didier Trono, Swiss Institute of Technology, Lausanne, Switzerland) were introduced into 5 × 10^6^ HEK 293 cells in DMEM, supplemented with 10% fetal calf serum at 37 °C in 5% CO_2_ in 10 cm dishes, through calcium phosphate-mediated transfection as described [25]. Virus-containing supernatants were collected after 48 h, passed through a 0.45 µm Millipore filter and used to infect Cd31+ and Cd146+ cells. The efficiency of infection was determined by Puromycin selection.

### 2.3. Migration Assays

One week after transduction, scratch migration assays [26] were performed. Images were captured after 0, 3, 6, 9, 12 and 24 h (Leica DMi8 microscope, with a Leica DFC7000T camera, and LASX software Version 1.4, Leica Microsystems, Wetzlar, Germany) and scratch diameters measured. Alternatively, transduced cells were seeded in the upper compartment of a modified Boyden chamber (5 × 10^4^ cells/chamber, pore size 8 µm, Corning Costar, SchipholRijk, The Netherlands). After 24 h, cells remaining in the upper chamber were scraped off, and the migrated cells at the bottom side fixed with PFA (Sigma), followed by staining with DAPI as described [27]. Quantification was performed by counting five random fields of nine independent experiments. 

### 2.4. In Vitro Angiogenesis Assays

Twenty-four hours after transduction, Cd31+ and/or Cd146+ cells were transferred to 96-well dishes coated with 100 µL Matrigel Basement membrane matrix (Cat: CLS354234) Chemicon, Millipore, Guyancourt, France). Branching points, tubule number, and tubule length were determined after additional 6 h as described [25,26]. Quantification was performed for five random fields of nine independent experiments for each condition using ImageJ (Version 1.53) with the Angiogenesis Analyzer Plugin [28].

### 2.5. SDS–Polyacrylamide Gel Electrophoresis and Western Blot

Total cell lysates were prepared, electrophoresed and blotted, as described in detail elsewhere [22]. The following antibodies were used: P16, rabbit monoclonal, (1:2000, Abcam), b-actin, rabbit polyclonal (1:500, Santa Cruz Biotechnology, Heidelberg, Germany), and tubulin, mouse monoclonal (1:2000, Sigma). Western blot bands were quantified relatively using ImageJ [29].

### 2.6. RNA Isolation, Reverse Transcription, and Quantitative Polymerase Chain Reaction (PCR)

Trizol reagent (Invitrogen) was used to isolate total RNA. cDNA synthesis was performed with 0.5 µg of total RNA (Thermo Scientific Maxima First Strand cDNA synthesis kit). An amount of 2.5 ng of cDNA was used for real-time PCR amplification (StepOne plus, Thermo Fisher Scientific, Illkirch, France) using SYBR^®^ Select Master Mix (Thermo Fisher Scientific, Illkirch, France. Expression of each gene was normalized to the respective arithmetic mean of Gapdh, Actnb, and Rplp0 expression [30]. Primer sequences are listed in Table 1.

### 2.7. Apoptosis Assays

One week after transduction, Cd31+ and Cd146+ cells were incubated with annexin V (APC-conjugated) and propidium iodide (Cat: 88-8007-72, Thermo Fisher Scientific, Illkirch, France) to mark apoptotic and necrotic cells and subsequently analyzed by flow cytometry as described [23].

### 2.8. Reactive Oxygen Species Measurement

Equally one week after transduction, Cd31+ and Cd146+ cells were incubated with CellROX^TM^ Deep Red Reagent (Cat: C10422, Thermo Fisher Scientific, Illkirch, France) for 30 min at 37 °C according to the manufacturer’s instructions. Cells were analyzed by flow cytometry (Fortessa, BD Biosciences, Le Pont de Claix, France). 

### 2.9. Detection of Cell Proliferation

After 1 week of transduction, bromodeoxyuridine was added and the cells incubated for 3 h. BrdU incorporation was measured spectrophotometrically according to manufacturer’s instructions (Cat: 11647229001, Millipore, Molsheim, France). Additionally, cell counts were performed using disposable cell counting slides and an inverted microscope (Axiovert, Zeiss, Jena, Germany) over a period of two weeks, starting after cell transduction.

### 2.10. Cellular Senescence Assays

Following one week of transduction, senescence was characterized by the appearance of senescence-associated β-galactosidase (SA-β-gal) activity using a Cellular Senescence Assay Kit according to the manufacturer’s instructions (Cat: KAA002, Sigma Aldrich, Molsheim, France).

### 2.11. Endothelial Cell Permeability Assays

Endothelial cell permeability of transduced cells was investigated using a Transwell permeability assay as described [31]. Briefly, cells were seeded into 6.5 mm Transwell^®^ inserts with 0.4 µm polycarbonate membranes in 24-well plates (Cat: 3413, Corning) and grown to confluence. Afterwards, streptavidin–horseradish peroxidase (HRP) (Cat: DY998, R&D Systems, Bio-Techne SAS, Noyal Châtillon sur Seiche, France) was added to the upper compartment. After 10 min, 20 µL aliquots were collected from the lower compartment, transferred into 96-well plates and 3,3′,5,5′-tetramethylbenzidine (TMB) substrate (Cat: T0440, Sigma-Aldrich, Molsheim, France) added. The color reaction was stopped by adding 25 µL of 2 N H_2_SO_4_ and the plate measured at 450 nm in an Elisa reader (iMark™, Biorad, Gémenos, France).

### 2.12. mRNA Sequencing

For sequencing, RNAs from liver sorted endothelial cells (Cd31+) and liver endothelial sinusoidal cells (Cd146+) 1 week after transduction were used (*n* = 6 each). RNA quality controls, sequencing, and data analysis was performed by Novogene (Cambridge, UK) as described [23]. 

### 2.13. Statistical Analysis

Data are expressed as mean ± SEM. Student’s *t*-tests (Instat 3.0, GraphPad) were used to determine statistical significance. A *p*-value of less than 0.05 was considered significant.

## 3. Results

P16Ink4a expression has been described in liver endothelial cells, and elimination of the cells expressing high levels of P16Ink4a was associated with reduced health span of mice [19]. In this model, rare P16Ink4a-positive cells were detected in the liver at the age of 2 months [19], while we detected robust P16Ink4a expression in liver endothelial cells by immunohistochemistry and Western blot more recently at the age of 3 months [22]. Thus, we used the same age and gender of mice in the present study to investigate potential functions of P16Ink4a in liver endothelial cells. We isolated and cultured the main Cd31+ (general endothelial cell population) and Cd146+ (liver sinusoidal endothelial cells) from adult mice [23,24]. First, we determined whether the isolated cells corresponding to the in vivo situation [22] expressed P16Ink4a. Using quantitative RT-PCR, we detected comparable P16Ink4a mRNA levels in Cd31+ and Cd146+ isolated cells (Figure 1a). This result was confirmed in cells from different animals on the protein level by Western blot (Figure 1b). We detected robust P16Ink4a protein expression in both cell populations without significant differences between Cd31+ and Cd146+ cells.

To modify P16Ink4a expression levels in the different endothelial cell populations as a prerequisite to investigate the function of this protein in these cells, we transduced the cells with lentiviral particles encoding for P16Ink4a small hairpin constructs (p16 shRNA) compared to non-coding particles (nc shRNA) or p16-GFP fusion constructs for overexpression (p16). In this case, the identical empty overexpression vector without the P16Ink4a cDNA insert served as control (empty vector). The most significant inhibition and overexpression were observed in both cell types seven days after transduction (Figure 2). Silencing by shRNA constructs reduced P16Ink4a expression on average by 80% in Cd31+ and Cd146+ cell populations compared to cells transduced with the non-coding constructs (Figure 2a,d). Transduction with the p16-GFP construct resulted in a significant overexpression of P16Ink4a in both cell populations on the RNA level (Figure 2b,e). Again, the results were confirmed on the protein level by Western blot experiments (Figure 2c,f). Of note, the overexpression did not affect the bands of the endogenous P16Ink4a protein, which was detectable at 16 kDa, but a significant additional band was evident at 43 kDa for the p16-GFP fusion protein compared to the empty vector controls.

As P16Ink4a is commonly considered as a marker for senescence [17,32,33,34,35,36,37,38], we performed SA-β-galactosidase staining of Cd31+ and Cd146+ cell populations transduced with either p16 small hairpin or overexpression constructs and the respective controls. As reported in the literature [7], the overall fractions of SA-β-galactosidase-positive cells were low under control conditions for both cell types (approximately 1%). Interestingly, silencing of P16Ink4a further reduced the fraction of SA-β-galactosidase positive Cd31+ and Cd146+ cells compared to the respective control cells (Figure 3a–c,g–i). Overexpression of P16Ink4a significantly increased the fraction of SA-β-galactosidase-positive Cd31+ cells (Figure 3d–f) as well as of Cd146+ cells (Figure 3j–l), which is comparable to the situation in vivo in aged animals [19].

Besides the well-known role of P16Ink4a as a senescence marker, the protein was originally identified as a tumor suppressor and regulator of the cell cycle [13] (reviewed in [10]). Thus, we reasoned that modulation of P16Ink4a expression might affect the cell growth of the different endothelial cell populations. To investigate this possibility, we used a comparable approach as before and transduced multiple wells of 96-well plates containing 5 × 10^3^ Cd31+ or Cd146+ cells with lentiviral particles containing p16 small hairpin or overexpression constructs and the respective controls. Afterwards, cells were counted daily for 2 weeks (Figure 4a,b,e,f). Initially, before the silencing or overexpression became effective, we did not observe significant differences in cell numbers between the different groups. Beginning at one week after transduction, we observed significant higher cell numbers for Cd31+ and Cd146+ cells transduced with the P16Ink4a silencing construct compared to the respective controls, while P16Ink4a overexpression reduced the numbers in both cell types. Afterwards, these differences remained stable until the end of the two weeks’ observation period. To further confirm more directly the potential differences in cell proliferation due to P16Ink4a silencing or overexpression, we performed BrdU incorporation assays after one week of the transduction of both cell types. Silencing of P16Ink4a increased proliferation Cd31+ as well as Cd146+ cells compared to controls, while overexpression of P16Ink4a reduced the proliferation of both endothelial cell populations (Figure 4c,d,g,h).

As endothelial cell migration is a fundamental mechanism of angiogenesis, vasculogenesis, and vessel repair [39] and removal of endothelial cells with high P16Ink4a expression causes vascular damage in the liver in vivo [19], we next investigated whether modulation of P16Ink4a expression might alter the migratory properties of the two liver endothelial cell populations. Silencing of P16Ink4a significantly enhanced the migration, while overexpression significantly diminished migration of Cd31+ cells compared to the respective controls in Transwell migration assays (Figure 5a–f). Cd146+ migrated less compared to Cd31+ cells. Nevertheless, silencing did not significantly increase the migration while overexpression of P16Ink4a significantly reduced the migration of Cd146+ cells (Figure 5g–l). 

To further characterize the migratory properties of the two liver endothelial cell populations in response to modulation of the P16Ink4a expression levels, we performed wound healing (scratch) assays of confluent cell monolayers and measured the wound closure over time [40]. Representative pictures for the wound healing of Cd31+ cells are shown in Supplementary Figure S1a and for Cd146+ cells in Supplementary Figure S2a. The gap size was measured and quantified for all experimental conditions and the two cell types at 0, 3, 6, 9, 12, and 24 h after scratching of the monolayers. Quantification of the scar length revealed no significant differences for Cd31+ and Cd146+ cells with silencing of P16Ink4a compared to the respective non-coding controls (Supplementary Figures S1b and S2b), while overexpression of P16Ink4a delayed the wound closure in Cd31+ and Cd146+ cells (Supplementary Figures S1c and S2c). Next, we performed endothelial tube formation assays on basement membrane extracts, which represents the most commonly used in vitro angiogenesis assay [41]. For this purpose, Cd31+ and Cd146+ cells were plated one week after lentiviral transduction on Matrigel^®^ basement membrane coated wells, pictures taken after 9 h using phase-contrast illumination, and parameters of the developing endothelial tubes quantified. Silencing of P16Ink4a did not significantly affect the number of branching points, number of branches, and total branch length in Cd31+ cells (Figure 6a–e) nor in Cd146+ cells (Figure 6k–o) compared to the respective controls. In contrast, overexpression of P16Ink4a significantly reduced the number of branching points, the number of branches and the total branch length compared to the respective controls in Cd31+ (Figure 6f–j) as well as in Cd146+ cells (Figure 6p–t).

Given that P16Ink4a has also been linked to apoptosis in various cell lines [42,43,44], we sought to explore whether modulating P16Ink4a expression in the two liver endothelial cell populations might influence programmed cell death. For this purpose, Cd31+ and Cd146+ cells were incubated with annexin-V to detect apoptosis and propidium iodide to distinguish from necrosis. The cells were examined by flow cytometry. In accordance with the preceding experiments, the cells were analyzed one week following lentiviral transduction with P16Ink4a small hairpin or overexpression constructs. In both Cd31+ and Cd146+ cells, silencing of P16Ink4a exhibited a tendency to reduce apoptosis, while overexpression demonstrated the opposite effects, though these did not reach statistical significance (Supplementary Figure S3).

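RNA was sequenced from Cd31+ liver endothelial cells and from Cd146+ liver endothelial sinusoidal cells 7 days after lentiviral transduction with 1 of 4 constructs. The P16 shRNA construct expresses a small hairpin RNA directed against P16Ink4a, and the nc shRNA construct carries a non-coding hairpin in the same vector. The P16 construct expresses P16Ink4a as a fusion with GFP, and the empty vector is the same vector without this insert. The methods state n = 6 each and the legend of Figure 7 n = 3 each. The files used here hold 24 libraries, 3 for each of the 8 combinations of population and construct. For every library, the authors deposited the number of reads counted on each of 56748 genes, without normalization. Between 15409767 and 26470392 reads per library were counted on genes. The median of a group was lowest with nc shRNA in Cd31+ cells (17946260) and highest with P16 shRNA in Cd146+ cells (23151913). The 10 most abundant genes took 6.89 to 11.4% of the reads of a library. A count of 0 allows up to 3 counts, which corresponded to 0.113 to 0.195 CPM (the count relative to the library's total). Such limits cover counting error only.
The counts were normalized by edgeR's TMM method, and each construct was compared with its own control by edgeR's quasi-likelihood test (two-sided) with Benjamini-Hochberg adjustment over all genes left by the low-count filter filterByExpr. The libraries carry replicate numbers that pair them within a population, so each comparison was also fitted with the replicate number as a term (replicate block), with the 2 groups compared or with all 12 libraries of the population. With the 2 groups alone, the block rests on numbers 2 and 5 for overexpression in Cd31+ cells. For silencing in Cd146+ cells it rests on numbers 3 and 5. The Cd146+ libraries with P16 and with empty vector share only number 5, so that only the block with all 12 libraries could be fitted there. In Cd146+ cells numbers 2 and 4 hold only an empty vector library. Empty vector thus enters that block through its replicate 5 alone.
The gene of P16Ink4a is listed as Cdkn2a (ENSMUSG00000044303) on chromosome 4 from 89192708 to 89212890, on the minus strand, and the paper's text names no genome build. Counts per gene cannot separate the transcripts of p16Ink4a from those of p19Arf. In Cd31+ cells Cdkn2a fell from 55.9 ± 19.5 CPM (SD, n = 3) with nc shRNA to 6.60 ± 2.19 CPM (SD, n = 3) with P16 shRNA, which left 11.8% of the control level. The log2 fold change was -3.08 (standard error 0.35, adjusted p = 0.0218 from edgeR). With each library left out in turn it stayed between -3.39 and -2.81. The adjusted p lay under 0.05 only without nc shRNA replicate 2 (0.0410), and between 0.0672 and 0.125 without any of the other 5 libraries. With P16 in Cd31+ cells Cdkn2a rose from 56.2 ± 24.1 to 227 ± 94.0 CPM (SD, n = 3 each), 4.05-fold, a log2 fold change of 2.02 (standard error 0.43, adjusted p = 0.947 from edgeR). The replicate block gave 1.77 with an adjusted p of 1.1e-07 from edgeR, and the adjusted p lay between 1.1e-07 and 1.00 over all alternatives. This block rests on the pairs numbered 2 and 5. Cdkn2a rose from 31.9 to 208 and from 83.5 to 140 CPM in them (not TMM-normalized). With so few pairs, the p of the block does not measure the spread between replicates well.
In Cd146+ cells Cdkn2a fell from 142 ± 53.2 to 15.3 ± 9.80 CPM (SD, n = 3 each) with P16 shRNA, to 10.8% of the control level, a log2 fold change of -3.21 (standard error 0.53, adjusted p = 0.361 from edgeR). With the block over 12 libraries it was -3.39 (adjusted p = 0.00884 from edgeR), and over all alternatives the adjusted p lay between 5.0e-08 and 0.889. With P16 in Cd146+ cells it rose from 92.5 ± 20.1 to 501 ± 315 CPM (SD, n = 3 each), 5.42-fold, a log2 fold change of 2.44 (standard error 0.50, adjusted p = 0.986 from edgeR). This value moved most of the 4 under an alternative, to 1.58 with the block over 12 libraries. DESeq2's Wald test gave it an adjusted p of 0.00825, the lowest over the alternatives, and edgeR 1.00 at most. In each of the 4 comparisons the 3 treated libraries all lay on one side of the 3 control libraries (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow).

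**Figure D1:**
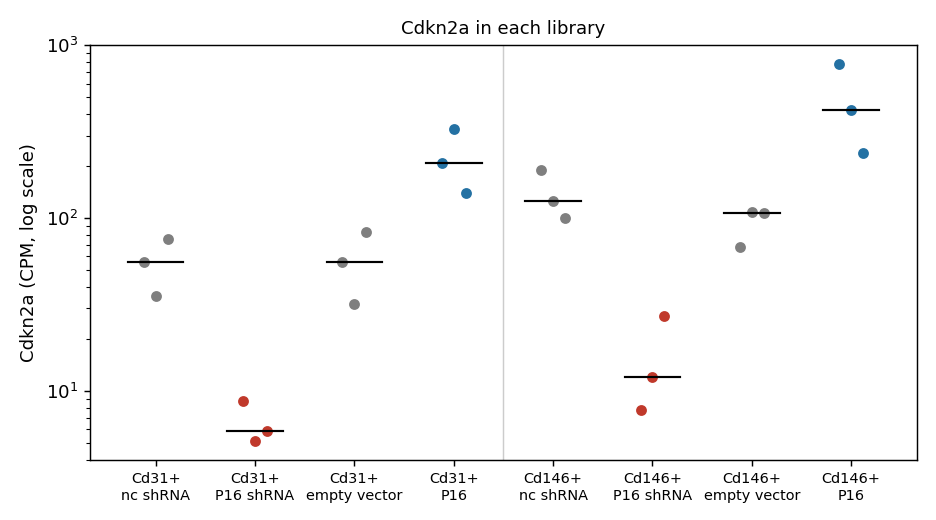
Cdkn2a in CPM (log axis) in each of the 24 libraries, by population and construct, with a line at the median of each group. In Cd31+ cells the libraries with P16 shRNA lie between 5.14 and 8.79 CPM and those with nc shRNA between 35.6 and 75.3 CPM, and in Cd146+ cells the libraries with P16 lie between 238 and 784 CPM and those with empty vector between 67.9 and 109 CPM.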

To analyze the transcriptome of gene expression patterns in Cd31+ and Cd146+ cells in response to modulation of P16Ink4a levels, we isolated and cultured both cell types and transduced them with lentiviral constructs containing P16Ink4a small hairpin or overexpression constructs or the respective controls. mRNAs were submitted to sequencing after purity and quality controls. Silencing of P16Ink4a resulted in significant upregulation of 1284 genes and downregulation of 1377 genes (Figure 7a). 

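Of 14358 genes tested in Cd31+ cells, 1366 were higher and 1477 lower with P16 shRNA than with nc shRNA (unadjusted p under 0.05, edgeR, two-sided). This threshold is the one printed in Figure 7, and chance alone gives 718. Such numbers by chance, here and below, hold for independent libraries, whereas libraries with the same replicate number correlated. An adjusted p under 0.05 was reached by 186 genes, 55 higher and 131 lower, and for all 186 the 3 treated libraries lay on one side of the 3 controls. The replicate block moved these counts most, to 4871 genes without and 2703 with adjustment. DESeq2's Wald test gave 1300 higher and 1465 lower genes without adjustment, and 1103 with it. The authors' deposited comparison gives 407 higher and 495 lower genes at their adjusted p, and these include the 186. The adjusted count fell whichever library was left out, and fewer libraries enter these fits. It was 0 without P16 shRNA replicate 1, 2 or 3, with 1990, 2477 and 2017 genes at an unadjusted p under 0.05. It was 64 without nc shRNA replicate 1, 36 without nc shRNA replicate 2 and 7 without nc shRNA replicate 3.
Among the 186 genes, the smallest p of the lower genes belonged to Efemp2, Adam10, Dpysl2, Gnai2 and Reep3. Efemp2 (ENSMUSG00000024909) fell from 265 ± 14.6 to 68.8 ± 6.97 CPM (SD, n = 3 each), a log2 fold change of -1.94 (standard error 0.12, adjusted p = 0.00444 from edgeR). Adam10 fell from 430 ± 44.1 to 126 ± 4.05 CPM (SD, n = 3 each), a log2 fold change of -1.77 (standard error 0.11). The log2 fold changes of Dpysl2, Gnai2 and Reep3 were -1.51, -1.72 and -1.65, with adjusted p between 0.00444 and 0.00620 from edgeR. The smallest p of the higher genes belonged to Rnf149, Ydjc, Tulp3, Ssx2ip and Pla2g15. Rnf149 rose from 29.5 ± 1.19 to 78.2 ± 11.6 CPM (SD, n = 3 each), a log2 fold change of 1.40 (standard error 0.13, adjusted p = 0.0145 from edgeR). The log2 fold changes of Ydjc, Tulp3, Ssx2ip and Pla2g15 were 1.65, 0.79, 1.28 and 1.18, with adjusted p between 0.0150 and 0.0190 from edgeR. The 3′ UTRs of Adam10, Dpysl2, Gnai2, Reep3 and Pla2g15 hold a 7-base word with the core CCGCT, which was more frequent in the lower genes.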

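In Cd31+ cells with P16 against empty vector, 14565 genes were tested. At an unadjusted p under 0.05 (edgeR, two-sided), 211 genes were higher and 333 lower, with 728 given by chance for independent libraries. Other splits of these 6 libraries into 3 and 3 that part as many numbered pairs gave 83 to 198 genes. The real split gave 544, and such splits are too few for a test. The adjusted p was under 0.05 for 0 genes. The replicate block moved the counts to 1163 genes without and 92 with adjustment, and the block over all 12 libraries of the population to 1721 and 1. The first of these blocks rests on the pairs numbered 2 and 5 alone. All genes with at least 1 count in place of filterByExpr gave 1124 genes without and 10 with adjustment. DESeq2's Wald test gave 254 higher and 338 lower genes without adjustment, and an adjusted p under 0.05 for 4 genes, as many as the authors' deposited adjusted p gives. The unadjusted count was 189 without empty vector replicate 2, 223 without empty vector replicate 1 and 1037 without empty vector replicate 5. In the 6 fits that each left out 1 library, the adjusted count stayed at 0.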

Overexpression of P16Ink4a in Cd31+ cells induced upregulation of 238 genes and downregulation of 290 genes (Figure 7b). In Cd146+ cells, silencing of P16Ink4a caused upregulation of 893 and downregulation of 999 genes (Figure 7e), while overexpression of P16Ink4a provoked upregulation of 330 and downregulation of 529 genes in this cell population (Figure 7f). 

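In Cd146+ cells, 15124 genes were tested for silencing and 14860 for overexpression. With P16 shRNA 823 genes were higher and 934 lower than with nc shRNA at an unadjusted p under 0.05 (edgeR, two-sided; 756 by chance), and 0 genes had an adjusted p under 0.05. The block over all 12 libraries gave 4290 genes without and 1335 with adjustment, while the block within the 2 groups gave 2499 and 0. DESeq2's Wald test gave an adjusted p under 0.05 for 333 genes and the authors' deposited comparison for 92 higher and 111 lower genes. The unadjusted count was 815 without nc shRNA replicate 1 and 1142 without nc shRNA replicate 3.
With P16, 230 genes were higher and 295 lower than with empty vector (743 by chance), and 0 genes had an adjusted p under 0.05. Other splits into 3 and 3 that part as many numbered pairs gave 197 to 342 genes at the unadjusted threshold. The real split gave 525, and such splits are too few for a test. In the block over all 12 libraries empty vector rests on its replicate 5 alone here, and no count is given. DESeq2's Wald test gave 353 higher and 439 lower genes without adjustment and 1 with it. The authors' deposited comparison has an adjusted p under 0.05 for 2 genes. The unadjusted count was 221 without P16 replicate 1, 240 without P16 replicate 3, 223 without empty vector replicate 4 and 1292 without P16 replicate 5. For both constructs, the adjusted count was 0 in each fit without 1 library.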

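The share of genes whose 3 treated libraries all lay above or all below the 3 control libraries needs no model of the spread. Chance gives 10% where libraries are independent, which those with the same replicate number were not. In Cd31+ cells it was 27.4% (3927 genes) for P16 shRNA against nc shRNA and 10.8% for P16 against empty vector. In Cd146+ cells it was 20.7% for silencing and 8.69% for overexpression. The control constructs set a base level for the counts of edgeR's quasi-likelihood test. Between nc shRNA and empty vector, 458 genes had an unadjusted p under 0.05 in Cd31+ cells and 597 in Cd146+ cells (two-sided), and 0 genes an adjusted p under 0.05 in either. Without nc shRNA replicate 5, the count in Cd146+ cells was 1510, and without nc shRNA replicate 1, nc shRNA replicate 3 or empty vector replicate 4 it was 227, 184 or 291. With the block over 12 libraries the counts in Cd31+ cells were 1526 without and 26 with adjustment. The base level there depends on the block as the count of overexpression does. In Cd146+ cells this block rests on empty vector replicate 5 alone, and no count is given. The counts of silencing and of overexpression come from separate libraries and their difference was not tested as such.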

In both cell types, P16Ink4a silencing had a bigger impact on the number of affected genes compared to the overexpression. 

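Gene ontology annotation was not used here, and lists of genes written beforehand and the Reactome sets stand in for its terms. The interferon response list holds 64 genes of the table, and its mean change was tested with camera (limma, two-sided, preset correlation 0.01, adjusted over all lists and comparisons). With P16 shRNA in Cd31+ cells all 59 tested genes of the list were higher, with a median log2 fold change of 2.44 (adjusted p = 1.1e-37 from limma). The median was 2.41 without the 1 gene at the floor. In Cd146+ cells all 62 were higher, with a median of 3.14 (adjusted p = 1.5e-60 from limma). The antigen presentation list was higher in 19 of 20 genes in Cd31+ cells (median 0.88, adjusted p = 2.5e-09 from limma) and in 20 of 20 in Cd146+ cells (median 1.25, adjusted p = 1.2e-15 from limma). None of the list calls in the 4 comparisons of a construct with its control held under fry or with the correlation estimated per list. Fry is a rotation test that allows for correlated genes. Both tests were run without the replicate block and leave the pairing of the libraries out. In every same-numbered pair the mean log2 CPM of the interferon list rose, by 2.63, 1.95 and 2.90 in Cd31+ and by 4.63 and 2.14 in Cd146+ cells. For the interferon response the adjusted p of fry was 0.275 in both populations and that of the estimated correlation 0.377 in Cd31+ and 0.339 in Cd146+ cells. The alternative that moved the medians most left out a library. Without P16 shRNA replicate 3 of the population, the median of the interferon list was 1.55 in Cd31+ and 1.94 in Cd146+ cells. That of the antigen presentation list was 0.46 and 0.77. In Cd146+ cells the pair numbered 3 gave the rise of 4.63, and its libraries had few endothelial transcripts. Pecam1 was at 4.02 to 10.1 CPM in the Cd146+ libraries numbered 3, against 143 to 286 in the other Cd146+ libraries. With the block over 12 libraries the interferon medians were 2.38 and 3.25.
Over each list the mean log2 CPM per library gave an exact test. The interferon mean rose from 1.86 ± 0.79 to 4.35 ± 1.12 (SD, n = 3 each) in Cd31+ cells and from 1.97 ± 0.47 to 5.07 ± 1.33 (SD, n = 3 each) in Cd146+ cells, with 3 of 3 treated libraries above all controls (exact permutation test, two-sided p = 0.1, the smallest possible). Adjusted over the list alone, 52 interferon genes in Cd31+ and 48 in Cd146+ cells were higher at an adjusted p under 0.05 from edgeR, against 0 when adjusted over all genes tested, where 53 and 50 had an unadjusted p under 0.05. For antigen presentation, 0 and 13 genes were higher when adjusted over the list alone and 0 over all genes (10 and 13 without adjustment). The 5 most abundant interferon genes in Cd31+ cells, Ifitm3, Lgals3bp, Irgm1, Eif2ak2 and Trim25, had log2 fold changes of 1.08, 2.32, 1.56, 0.66 and 0.60. In Cd146+ cells they were Ifitm3 (1.27), Irgm1 (1.36), Lgals3bp (2.83), Bst2 (3.38) and Ddx58 (1.80). The most abundant antigen presentation genes were Calr, Pdia3, B2m, H2-D1 and Tapbp, with 0.39, -0.09, 0.90, 1.62 and 0.80 in Cd31+ cells. In Cd146+ cells they had 0.34, 0.02, 1.17, 2.23 and 0.81, and the value of Pdia3 changed sign to -0.03 with the block over 12 libraries and to -0.05 without P16 shRNA replicate 6.
Of the Reactome sets with 10 to 500 genes tested, 152 were higher and 60 lower in Cd31+ cells (of 830) and 213 higher and 76 lower in Cd146+ cells (of 846) at an adjusted p under 0.05 from camera. Over-representation among the genes with an unadjusted p under 0.05 (Fisher's exact test) gave 75 and 96 sets. Of 10 splits into 3 and 3 libraries, the real one included, 1 in Cd31+ and 3 in Cd146+ cells gave as many by camera. The highest of the other splits gave 201 and 306 sets. Fry and the estimated correlation were not run on the Reactome sets. Without nc shRNA replicate 3, 139 sets passed in Cd31+ cells, and without P16 shRNA replicate 3, 168 in Cd146+ cells. The smallest p belonged in both populations to the ER-Phagosome pathway, with a median log2 fold change of 0.37 over 66 genes in Cd31+ and 0.51 over 67 genes in Cd146+ cells. Class I MHC mediated antigen processing & presentation (0.48 over 29 genes) was among the first sets in Cd31+ cells, and Interferon gamma signaling (0.95 over 68 genes) and DNA Replication Pre-Initiation (0.51 over 77 genes) in Cd146+ cells.

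**Figure D2:**
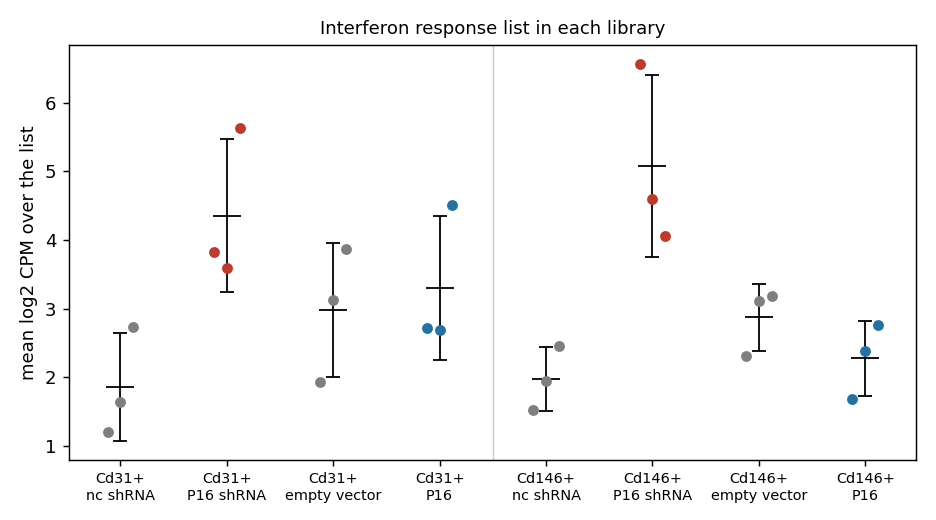
Mean log2 CPM over the interferon response list in each library, by population and construct, with the mean of each group as a bar and the SD (n = 3) as an error bar. The libraries with P16 shRNA have means of 4.35 in Cd31+ and 5.07 in Cd146+ cells, and each lies above the 3 nc shRNA libraries of its population.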

Interestingly, gene ontology term analysis of the involved biological processes revealed for both cell types that loss of P16Ink4a was associated with immunological processes in the endothelial cells (e.g., defence response to virus, response to interferon beta, antigen processing and presentation, etc.) (Figure 7c,g). In contrast, gene ontology term analysis of the biological processes affected by P16Ink4a overexpression was more in agreement with its known functions as cell cycle regulator and senescence mediator (e.g., chromosome segregation, nuclear division, cell cycle phase transition, etc.) 

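The mitosis list (74 genes) covers genes of chromosome segregation and nuclear division. With P16, 72 of its 74 genes were lower in Cd31+ cells (median log2 fold change -0.33, adjusted p = 2.9e-24 from limma's camera) and 73 of 74 in Cd146+ cells (median -0.88, adjusted p = 3.2e-49). The adjusted p of fry was 0.275 in both populations, and that of the estimated correlation 0.339. With each library left out in turn the medians lay between -0.44 and -0.26 and between -1.07 and -0.61. The block over 12 libraries moved the median in Cd146+ cells to -0.48, with empty vector resting on its replicate 5 alone there. The mean log2 CPM over the list fell from 4.86 ± 0.21 to 4.51 ± 0.07 (SD, n = 3 each) in Cd31+ cells and from 4.71 ± 0.22 to 3.80 ± 0.63 in Cd146+ cells, with 3 of 3 treated libraries below all controls (exact permutation test, two-sided p = 0.1, the smallest possible). Over all genes or adjusted over the list alone, 0 mitosis genes were lower at an adjusted p under 0.05 from edgeR in either population, and 26 and 40 had an unadjusted p under 0.05. The 5 most abundant in Cd31+ cells, Zwint, Top2a, Anln, Mki67 and Smc4, had log2 fold changes of 0.18, -0.47, -0.56, -0.74 and -0.53. In Cd146+ cells Zwint, Top2a, Anln, Hjurp and Smc4 had 0.42, -1.0, -0.62, -0.03 and -0.43. The value of Hjurp changed sign in 3 of the fits without 1 library and was 0.50 without empty vector replicate 2.
The S phase list fell with P16 in both populations, with medians of -0.22 (31 of 35 genes lower, adjusted p = 3.1e-05 from limma) and -0.65 (33 of 35 lower, adjusted p = 3.6e-17). Without empty vector replicate 1 or 5 the median in Cd31+ cells was -0.14 or -0.33, and without P16 replicate 1 that in Cd146+ cells was -0.41. The block over 12 libraries gave -0.38 in Cd146+ cells. When adjusted over the list alone and over all genes, 0 of its genes passed, with 1 and 12 lower at an unadjusted p under 0.05. The senescence list, 31 genes of growth arrest and of the secretory phenotype, rose to a median of 0.32 in Cd31+ cells (19 of 24 genes higher, adjusted p = 0.0026 from limma) and 0.22 in Cd146+ cells (14 of 24 higher, adjusted p = 0.0323). It was 0.14 in Cd31+ cells without P16 replicate 5 or without empty vector replicate 2. In Cd146+ cells it was 0.08, 0.14 and 0.10 without P16 replicate 1, empty vector replicate 4 and P16 replicate 5. Fry gave the senescence list an adjusted p of 0.299 and 0.369 (limma). By its mean, 2 of 3 treated libraries lay above all controls in each population (exact permutation test, two-sided p = 0.3 and 0.2). At an unadjusted p under 0.05 from edgeR, 0 of its genes passed in Cd31+ cells. In Cd146+ cells 2 were higher and 1 lower, with 0 when adjusted over the list alone.
At an adjusted p under 0.05 from camera, 93 Reactome sets were higher and 41 lower in Cd31+ cells (of 838), and 7 higher and 57 lower in Cd146+ cells (of 838). Fisher's exact test gave 23 and 25. Of 10 splits into 3 and 3 libraries, the real one included, 3 in Cd31+ and 4 in Cd146+ cells gave as many by camera. The highest of the other splits gave 177 and 164 sets, so these counts alone cannot be told apart from chance. Without empty vector replicate 1, 87 sets passed in Cd31+ cells, and in Cd146+ cells 35 without P16 replicate 5 and 119 without P16 replicate 3. The smallest p belonged in both to Mitotic Prometaphase, with median log2 fold changes of -0.23 (adjusted p = 5.5e-10 from limma) and -0.43 (adjusted p = 4.9e-14) over 99 genes. Resolution of Sister Chromatid Cohesion followed with -0.22 and -0.41 over 91 genes. In Cd31+ cells Respiratory electron transport was higher, with a median of 0.24 over 75 genes.

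**Figure D3:**
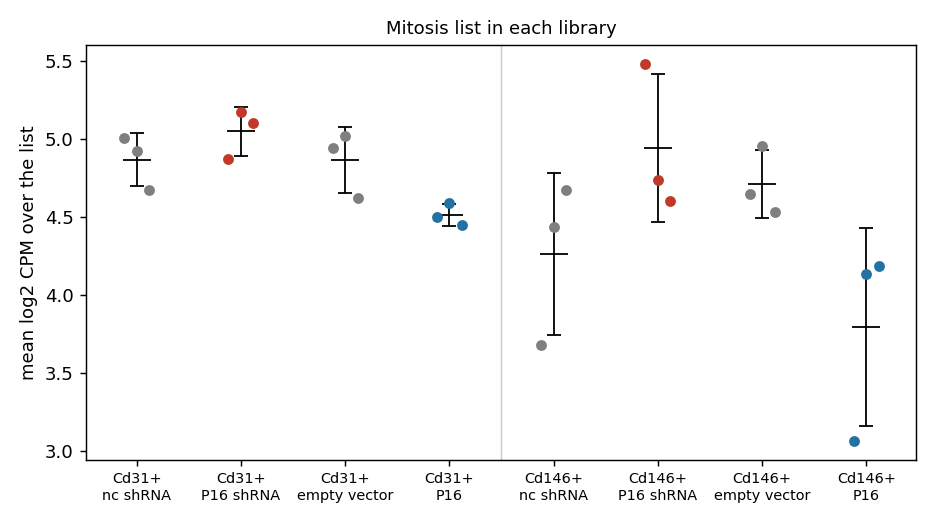
Mean log2 CPM over the mitosis list in each library, by population and construct, with the mean of each group as a bar and the SD (n = 3) as an error bar. The libraries with P16 have means of 4.51 in Cd31+ and 3.80 in Cd146+ cells, and each lies below the 3 empty vector libraries of its population.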

(Figure 7d,h). 

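Across the 14123 genes tested in both populations, the log2 fold changes of P16 shRNA against nc shRNA in Cd31+ and in Cd146+ cells had a Spearman rho of 0.642. Genes are not independent replicates, and no p is given. Over the genes with an unadjusted p under 0.05 in at least 1 population the rho was 0.816. With each library left out, the rho over all genes stayed between 0.516 and 0.659. All 1048 genes with an unadjusted p under 0.05 in both populations changed in the same direction. For P16 against empty vector the rho over 14245 genes was 0.03, between -0.11 (without Cd31+ P16 replicate 3) and 0.23 (without Cd31+ empty vector replicate 1), and its sign changed in 5 of the 12 fits without 1 library. With the block over 12 libraries it was 0.25, where the Cd146+ values rest on empty vector replicate 5 alone. Of the 52 genes with an unadjusted p under 0.05 in both, 49 changed in the same direction. Among the Reactome sets past the adjusted threshold in both populations, 185 changed in the same direction with silencing (141 higher, 44 lower) and 0 in opposite directions, and 26 in the same direction with overexpression (3 higher, 23 lower) and 1 in opposite directions.
The difference of the effects between Cd146+ and Cd31+ cells was tested as an interaction over all 24 libraries (edgeR, 16524 genes, two-sided). For silencing 0 genes had an adjusted p under 0.05 and 199 an unadjusted p under 0.05, and for overexpression 0 and 631. A replicate block within each population, chosen after the data were seen, gave 0 genes (752 unadjusted) for silencing. For overexpression this block rests on Cd146+ empty vector replicate 5 alone, and no count is given. In the fit without the block, leaving out Cd146+ empty vector replicate 2 gave an adjusted count of 12 for overexpression.

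**Figure D4:**
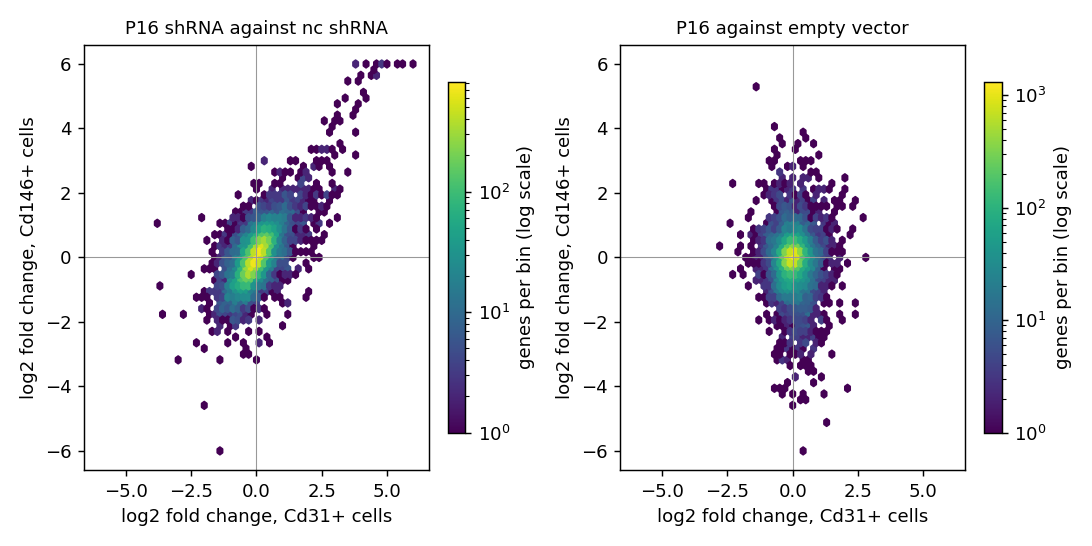
Log2 fold changes in Cd31+ cells (horizontal) against those in Cd146+ cells (vertical), for P16 shRNA against nc shRNA (left) and P16 against empty vector (right), with the colour giving the number of genes per hexagon on a log scale and values beyond 6 drawn at 6. The Spearman rho across genes is 0.642 for silencing and 0.03 for overexpression.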

In both endothelial cell types, silencing of P16Ink4a affected comparable biological processes (mainly related to immune function) as was also the case for P16Ink4a overexpression in both cell populations. Nevertheless, reduction in P16Ink4a levels or overexpression affected profoundly different biological processes, suggesting dual functions of P16Ink4a in endothelial cells dependent on the expression levels.

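Silencing and overexpression were also set against each other within a population, a test chosen after the data were seen. These fits, and fry on them, carry no replicate block, although libraries with the same replicate number correlated. The difference between the 2 effects had an adjusted p under 0.05 (edgeR, two-sided) for 33 of 15426 genes in Cd31+ cells (4 higher and 29 lower with silencing) and for 0 of 15915 in Cd146+ cells, where 2037 had an unadjusted p under 0.05. The median difference of the interferon response list was 2.23 in Cd31+ cells (62 of 62 genes higher, adjusted p = 1.2e-25 from limma) and 3.69 in Cd146+ cells (62 of 62, adjusted p = 3.5e-56). That of the mitosis list was 0.55 (72 of 74 genes higher, adjusted p = 1.5e-21 from limma) and 1.61 (74 of 74, adjusted p = 9.5e-42). Under fry the adjusted p was 0.197 and 0.0502 for interferon and 0.0564 in both populations for mitosis. The differences of the inflammation list of Figure 8, at 0.81 and 0.61, held under limma's fry (adjusted p = 0.0207 and 0.00279). The paper chose its RT-PCR genes partly from the results of this sequencing. The tests of that list are therefore not independent evidence. Without 1 library the interferon difference lay between 1.21 and 3.23 in Cd31+ cells and between 2.44 and 4.23 in Cd146+ cells. It was 1.21 without P16 shRNA replicate 3 and 2.44 without P16 shRNA replicate 3 of the respective population.
The silencing side of these lists moved as well. With P16 shRNA the mitosis list had a median of 0.20 in Cd31+ cells (61 of 74 genes higher, adjusted p = 0.00018 from limma) and 0.71 in Cd146+ cells (74 of 74 higher, adjusted p = 2.6e-16). By the mean over the list, 2 of 3 treated libraries lay above all controls in each population (exact permutation test, two-sided p = 0.3 and 0.2), and the same-numbered pairs differed by -0.134, 0.253 and 0.426 in Cd31+ and by 1.05 and 0.0638 in Cd146+ cells. The S phase list had 0.35 (32 of 35 higher, adjusted p = 9.1e-07 from limma) and 0.68 (34 of 35, adjusted p = 4.8e-10), and the senescence list 0.15 (13 of 24, adjusted p = 0.688) and 0.32 (17 of 26, adjusted p = 0.0309). Without nc shRNA replicate 3 the mitosis median in Cd31+ cells was 0.12 (adjusted p = 0.123 from limma), with 0.12 also without P16 shRNA replicate 2. Without P16 shRNA replicate 3 the mitosis and S phase medians in Cd146+ cells were 0.37 and 0.35, and without nc shRNA replicate 1 the mitosis median was 0.44. The senescence median in Cd31+ cells fell to -0.08, -0.05 and -0.01 without nc shRNA replicate 1, P16 shRNA replicate 1 and P16 shRNA replicate 2, and that in Cd146+ cells was 0.53 without nc shRNA replicate 5. When adjusted over the list alone, 2 mitosis genes in Cd31+ cells were higher (1 over all genes) and 0 in Cd146+ cells, where 20 had an unadjusted p under 0.05. For S phase 0 genes passed either way, with 16 and 7 higher at an unadjusted p under 0.05.
On the overexpression side, the interferon response list had a median of 0.34 in Cd31+ cells (49 of 57 genes higher, adjusted p = 0.0228 from limma) and -0.54 in Cd146+ cells (47 of 57 lower, adjusted p = 1.8e-08). The value in Cd31+ cells changed sign to -0.09 with the block over 12 libraries and to -0.46 without P16 replicate 5, and it was -0.00016 without empty vector replicate 1. The value in Cd146+ cells was -0.28 without P16 replicate 1 and -0.31 without empty vector replicate 5. The antigen presentation list had 0.19 (18 of 20 higher, adjusted p = 0.0011 from limma) and -0.17 (15 of 20 lower, adjusted p = 0.0324). In Cd31+ cells it was -0.06 with the block over 12 libraries, 0.09 without empty vector replicate 1 and 0.37 without empty vector replicate 5. In Cd146+ cells it was -0.08 without P16 replicate 1, -0.11 without empty vector replicate 4 and -0.29 without P16 replicate 3. Adjusted over the list alone or over all genes, 0 genes of both lists passed with overexpression, and 6 interferon genes in Cd146+ cells were lower at an unadjusted p under 0.05.
Across genes, the log2 fold changes of silencing and overexpression had a Spearman rho of 0.11 in Cd31+ cells and -0.24 in Cd146+ cells. The rho changed sign without Cd31+ nc shRNA replicate 1 (-0.05) and without Cd146+ P16 replicate 1 (0.02). Of the Reactome sets past the adjusted threshold with both constructs, 68 changed in the same direction and 14 in opposite directions in Cd31+ cells, against 3 and 48 in Cd146+ cells. From the immune processes with silencing and the cell cycle processes with overexpression, the paper proposes that P16Ink4a has dual functions that depend on its expression level.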

Next, we verified some of the differential expressed genes by quantitative RT-PCR with a focus on factors involved in angiogenesis, DNA damage/senescence/cell cycle regulation and inflammatory responses based on our obtained results and the data from gene ontology clustering of the potentially involved biological processes. Of the investigated genes with a known function in angiogenesis, we observed a significant downregulation of Mmp7 [45] and Timp2 [46] in Cd31+ as well as Cd146+ cells with silencing of P16Ink4a compared to the respective controls (Figure 8a,g). Overexpression of P16Ink4a did not reveal significant differences for the investigated genes compared to empty vector transduced control cells (Figure 8b,h). TNF alpha expression was lower in Cd31+ cells but unchanged in Cd146+ cells silenced for P16Ink4a. Overexpression of P16Ink4a induced TNF alpha expression in both cell types, which is in agreement with a pro-senescent function of this molecule [47] (Figure 8c,d,i,j). Expression of the Mafk transcription factor was downregulated in both cell types upon silencing of P16Ink4a but not significantly affected by the overexpression of P16Ink4a. In contrast, in both cell types, inhibition of P16Ink4a expression induced expression of the Mastl kinase and P16Ink4a overexpression reduced expression of this kinase, which is implicated in cell cycle progression [48]. In agreement with our SA-β-galactosidase staining results, Anapc2 (anaphase promoting complex subunit 2) and Fos (FBJ murine osteosarcoma viral oncogene homolog) showed lower expression in both cell types with silencing of P16Ink4a, while overexpression had the opposite effects. Both factors are part of the senescence-associated secretory phenotype [49], which supports the notion that P16Ink4a overexpression induces senescence, but surprisingly, silencing of P16Ink4a can reduce senescence below the control level. Although Vegfa has been implicated in the vascular phenotype upon ablation of cells with high expression of p16 [19], we did not observe any alterations in Vegfa expression under the different conditions in both liver endothelial cell populations. Of note, several genes related to inflammatory responses were upregulated in both cell populations upon silencing of P16Ink4a, i.e., Casp4, Ccl2, Ccl5, Ccl9, Ccl12, Cxcl10, Il-6, Ifn-α, Ifn-β, Stat1, and Stat2. Overexpression of P16Ink4a, however, did not affect expression of any of the investigated genes related to inflammation in both cell populations (Figure 8e,f,k,l). 

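In the RNA sequencing, the inflammation list, the genes of Figure 8e,f,k,l and related factors (20 genes, 16 tested), was higher with P16 shRNA than with nc shRNA in 11 of 16 genes in both populations. The median log2 fold change was 0.77 in Cd31+ cells (adjusted p = 2.0e-06 from limma's camera, 0.109 from fry) and 0.71 in Cd146+ cells (adjusted p = 6.1e-07, 0.0568 from fry). Without nc shRNA replicate 1, P16 shRNA replicate 2 or nc shRNA replicate 3 the median in Cd31+ cells lay between 1.19 and 1.27. In Cd146+ cells it was 1.5 without nc shRNA replicate 5, 1.36 without P16 shRNA replicate 6, 1.17 without nc shRNA replicate 1 and 1.14 without nc shRNA replicate 3. With P16 the medians were 0.02 (adjusted p = 0.688 from limma) and -0.25 (adjusted p = 0.558), and their signs changed without Cd31+ P16 replicate 5 (-0.03) and in Cd146+ cells with the block over 12 libraries (0.02). In Cd31+ cells the median was 0.08 without empty vector replicate 1, 0.05 without P16 replicate 3 and 0.01 without empty vector replicate 2, and in Cd146+ cells -0.10 without P16 replicate 3 or empty vector replicate 5 and -0.16 without empty vector replicate 4. With the replicate block of the 2 groups the median in Cd31+ cells was 0.12 (adjusted p = 0.0407 from limma). The mean log2 CPM over the list rose with silencing from 3.36 ± 0.25 to 4.56 ± 0.24 and from 3.35 ± 0.26 to 4.59 ± 0.09 (SD, n = 3 each), with 3 of 3 treated libraries above all controls (exact permutation test, two-sided p = 0.1, the smallest possible). Adjusted over the list alone, 9 genes were higher in Cd31+ and 6 in Cd146+ cells, against 1 and 0 over all genes tested (9 and 8 without adjustment). These genes were measured by RT-PCR after the sequencing and chosen partly from its results. The tests of the list and the counts adjusted over it are thus not independent evidence.
Cxcl10 rose from 0.553 ± 0.379 to 16.2 ± 14.2 CPM (SD, n = 3 each) in Cd31+ cells, a log2 fold change of 4.89 (standard error 0.89, adjusted p = 0.0682 from edgeR). In Cd146+ cells it rose from 0.299 ± 0.185 to 33.2 ± 46.2 CPM (SD, n = 3 each), a log2 fold change of 6.72 (standard error 1.47, adjusted p = 0.382 from edgeR). Il6 rose from 9.65 ± 2.87 to 29.7 ± 11.6 CPM and from 18.5 ± 3.93 to 53.2 ± 1.51 CPM (SD, n = 3 each), with log2 fold changes of 1.63 and 1.52. Ccl9 had log2 fold changes of 2.77 and 1.90. In the edgeR fits without the replicate block it was the only one of these genes with an adjusted p under 0.05 (0.0429, in Cd31+ cells). The log2 fold changes of Casp4, Ccl2, Ccl5 and Stat2 were 1.16, 1.96, 2.91 and 1.87 in Cd31+ cells and 1.21, 1.63, 4.13 and 2.02 in Cd146+ cells. For each of these 7 genes the 3 treated libraries lay above the 3 controls in both populations. Ccl12 was below the filter, with 0.469 CPM with P16 shRNA and 0.0599 CPM with nc shRNA in Cd31+ cells, and 1.14 and 0.146 CPM in Cd146+ cells. Of the 30 tested genes that the paper names, 10 were higher and 5 lower in Cd31+ cells when adjusted over the list alone, against 1 and 0 over all genes, and 6 and 0 in Cd146+ cells, against 0 over all genes (9 higher and 6 lower without adjustment).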

As the mRNA sequencing and quantitative RT-PCR data suggest mostly a pro-inflammatory phenotype of endothelial cells in response to removal of P16Ink4a, we next investigated the generation of reactive oxygen species (ROS) in this context of a potential endothelial cell dysfunction [50]. For this purpose, after transduction, Cd31+ or Cd146+ cells were, as described above, incubated with CellROX^TM^ dye and the cells analyzed by flow cytometry. In agreement with the quantitative RT-PCR data, we measured a higher content of reactive oxygen species in Cd31+ and Cd146+ cells silenced for P16Ink4a, while overexpression of P16Ink4a did not significantly affect the ROS production compared to control in the two endothelial cell populations (Figure 9).

Finally, to test whether the observed inflammatory gene expression profile and the increased ROS production upon silencing of P16Ink4a expression might have functional consequences for the endothelial cell populations, we employed Transwell permeability assays as described [31]. Basically, Cd31+ or Cd146+ cells were seeded on 0.4 µm polycarbonate membranes in 24-well plates and the cells grown until they formed a completely confluent monolayer. Afterwards, Streptavidin–horseradish peroxidase was added to the upper compartment of the chamber, and after 5 min, medium samples were collected from the lower compartment of the chamber, incubated with 3,3′,5,5′-tetramethylbenzidine and the absorbance measured spectrophotometrically to estimate the permeability of the cell monolayers. Silencing of P16Ink4a increased the permeability (leakage of streptavidin) significantly in Cd31+ as well as Cd146+ cells compared to the respective controls (Figure 10a,c). In contrast, overexpression of P16Ink4a had no significant effects on the endothelial cell permeability in both cell populations (Figure 10b,d).

## 4. Discussion

In accordance with our previous description, which indicated that the main cells expressing P16Ink4a in vivo are endothelial cells in mice of increasing age [22], we measured robust P16Ink4a mRNA and protein levels in isolated Cd31+ and Cd146+ liver endothelial cell populations in vitro. Given that both cell types express comparable levels of P16Ink4a and that silencing or overexpression was equally efficacious in both cell types, it is unsurprising that the biological responses to P16Ink4a modulation were analogous in terms of proliferation, senescence, angiogenesis, molecular markers, and endothelial cell damage.

In accordance with the initial identification of P16Ink4a as a cell cycle regulator and tumor suppressor [12,13,51], we observed a reduction in cell count upon overexpression and an increase in cell count upon silencing of P16Ink4a. It is noteworthy that these differences became evident and statistically significant one week after lentiviral transduction, which corresponds to the maximum silencing and overexpression effects for P16Ink4a, which were also detected at the same time point. The differences in cell growth and proliferation were confirmed at the same time point by measuring BrdU incorporation, which provides a direct measure of cell proliferation. The growth curves demonstrated that at the outset, both the CD31+ and CD146+ cell populations exhibited near-exponential growth. These cell populations were seeded at a very low density and transduced simultaneously. Subsequently, the growth curves reached a plateau, which is likely attributable to contact inhibition in response to increasing confluency [52]. Nevertheless, modulation of P16Ink4a expression resulted in effects that were fully consistent with the known function of this protein as a cell cycle regulator.

Furthermore, our data regarding the process of senescence, as revealed by SA-β-galactosidase staining in response to P16Ink4a modulation, are fully in agreement with the published literature (reviewed in [10,21]). The elevated expression of P16Ink4a was found to be correlated with an increased incidence of senescence. It is noteworthy that the silencing of P16Ink4a resulted in a reduction in the number of senescent cells to levels below those observed in the control group. This finding is in accordance with the established concept that the incidence of senescence increases gradually with age [4]. In vivo, a few P16Ink4a-expressing cells were detectable in mice at the age of two months, and dermal fibroblasts in culture exhibited increased P16Ink4a levels already at the second passage [19]. Although various P16Ink4a reporter systems in vivo exhibit considerable differences in sensitivity [21], our observations regarding proliferation and senescence in endothelial cells in culture are in agreement with the in vivo data, thereby validating our cell culture system for the investigation of P16Ink4a function in endothelial cells.

Although endothelial cells are predominantly quiescent in vivo, they retain the capacity to proliferate and are the primary cell type responsible for ensuring developmental and reparative angiogenesis. In vitro, proliferation, migration, and three-dimensional angiogenesis models are frequently employed to investigate the involvement of different molecules in angiogenic processes [53]. In order to investigate the potential contribution of endothelial P16Ink4a in angiogenesis, a combination of Transwell migration, scratch wound healing, and Matrigel tube formation assays was employed. While silencing of P16Ink4a had a limited impact on Transwell migration of the cells, the most notable differences were observed in the context of P16Ink4a overexpression. The forced expression of P16Ink4a resulted in the inhibition of Transwell migration, wound closure in the scratch wound healing assay, and in vitro angiogenesis in Matrigel angiogenesis assays. It can be postulated that the known increase in P16Ink4a in older individuals may be causative for the impaired angiogenesis and related pathologies observed in the aging process [54,55]. Further studies will hopefully elucidate this interesting possibility, which is highly relevant for potential clinical implications of senotherapies for cardiovascular disease (reviewed in [56]).

To gain a more comprehensive understanding of the global impact of P16Ink4a modulation on gene expression, which could have functional implications, we conducted mRNA sequencing of both endothelial cell populations with silenced or overexpressed P16Ink4a, compared to the respective controls. This was followed by gene ontology clustering of the potentially involved biological processes and validation of the expression differences by quantitative RT-PCR. In accordance with the known function of P16Ink4a as cell cycle regulator and marker of senescence, we observed consistent differences in genes related to cell cycle and SASP markers (Anapc2, Fos) upon overexpression of P16Ink4a compared to the respective controls. 

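In the RNA sequencing with P16 against empty vector, Anapc2 was at 152 ± 9.97 against 137 ± 3.67 CPM (SD, n = 3 each) in Cd31+ cells, a log2 fold change of 0.15 (standard error 0.11, adjusted p = 0.947 from edgeR). In Cd146+ cells its log2 fold change was 0.16 (standard error 0.19, adjusted p = 0.991 from edgeR). Fos was at 57.3 ± 39.7 against 36.2 ± 15.5 CPM (SD, n = 3 each) in Cd31+ cells, a log2 fold change of 0.66 (standard error 0.67, adjusted p = 0.950 from edgeR). In Cd146+ cells Fos was at 60.1 ± 54.3 against 43.6 ± 23.5 CPM (SD, n = 3 each), a log2 fold change of 0.46 (standard error 0.76, adjusted p = 0.994 from edgeR). These differences of Fos are smaller than the spread between replicates, and in neither population did the 3 libraries with P16 all lie above the 3 with empty vector for Anapc2 or Fos. The log2 fold change of Fos changed sign in Cd31+ cells with the replicate block (-0.05) and in Cd146+ cells without P16 replicate 1 (-0.57). With silencing Anapc2 fell by 0.41 and 0.61 and Fos by 1.45 and 1.82 on the log2 scale in Cd31+ and Cd146+ cells, with adjusted p between 0.0844 and 0.422 from edgeR. The 3 libraries with P16 shRNA all lay below the 3 controls, except for Fos in Cd146+ cells. With overexpression, 0 of the 30 tested genes that the paper names had an adjusted p under 0.05 when adjusted over the list alone or over all genes, with 1 higher and 1 lower at an unadjusted p under 0.05 in Cd31+ cells and 2 higher and 3 lower in Cd146+ cells.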

In line with our SA-β-galactosidase staining results, Anapc2 and Fos expression were not only higher in cells with P16Ink4a overexpression but reduced in cells with silencing of P16Ink4a, indicating that senescence is, at least in vitro, “titratable” dependent on P16Ink4a expression levels. Surprisingly, silencing of P16Ink4a resulted consistently, in both endothelial cell populations, in the upregulation of several inflammatory markers (Ccl’s, Cxcl10, Il-6) including caspase 4 [57]. Given the established link between caspase 4 and inflammatory marker expression and reactive oxygen species (ROS) generation [58,59], we employed flow cytometry to determine ROS levels. Our findings corroborate the notion that elevated inflammatory marker expression is accompanied by augmented ROS expression, as observed in endothelial cells with P16Ink4a silencing. Subsequently, as increased ROS production is connected with endothelial cell dysfunction and leakage [59,60], we detected increased endothelial cell leakage upon silencing of P16Ink4a.

When considered collectively, P16Ink4a is believed to serve two distinct functions within endothelial cells, as proposed by the evolutionary “antagonistic pleiotropy” theory of senescence and aging. In accordance with the established functions of P16Ink4a as a negative regulator of the cell cycle and a marker of cellular senescence, our observations indicated an increase in proliferation of low levels of P16Ink4a, while a higher number of senescent cells was detected with rising levels of P16Ink4a expression. Furthermore, low levels of P16Ink4a have been observed to elicit an inflammatory response, ROS generation, and endothelial cell dysfunction. Conversely, high levels have been linked to the onset of senescence and the inhibition of angiogenesis. Additional research is required to elucidate the in vivo functions of P16Ink4a in pathological conditions related to endothelial dysfunction and age-related diseases with reduced angiogenesis. 

## Figures and Tables

**Figure 1:**
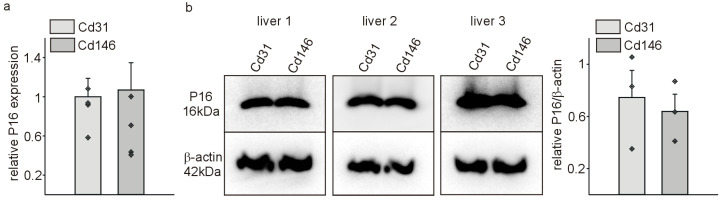
Liver vascular Cd31+ and Cd146+ cells express comparable levels of P16Ink4a. (**a**) Quantitative RT-PCRs for *p16Ink4a* of sorted liver endothelial Cd31+ and Cd146+ cells at 3 months of age of the mice. Expression of *p16Ink4a* was normalized to the respective means of *Gapdh*, *actin*, and *Rplp0* expression. Data are mean ± SEM (*n* = 4 each). Symbols indicate individual values. (**b**) Western blot for P16Ink4a in isolated Cd31+ and Cd146+ liver endothelial cell populations from 3-month-old mice. β-actin served as standard (left panel) and relative quantification of the Western blot bands (right panel graph). Data are mean ± SEM (*n* = 3 each). Symbols indicate individual values.

**Figure 2:**
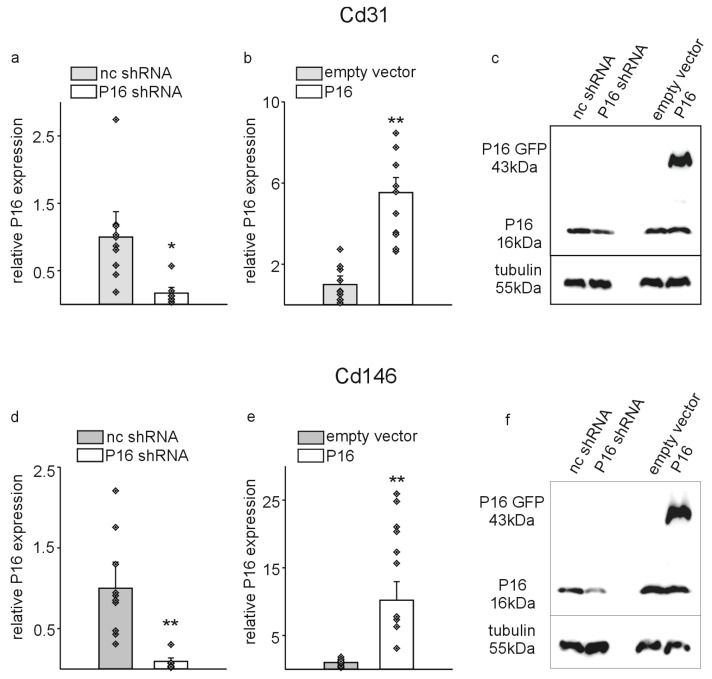
Lentiviral transduction with small hairpin RNA (shRNA) or P16Ink4a overexpression constructs (P16) efficiently modifies P16Ink4a expression levels in Cd31+ and Cd146+ liver endothelial cells. Quantitative RT-PCRs for P16Ink4a of Cd31- (**a**,**b**) and Cd146- (**d**,**e**) sorted liver endothelial cells. RNA was extracted one week after lentiviral transduction. Expression of P16Ink4a was normalized to the respective mean of Gapdh, actin, and Rplp0 expression. The average of the non-coding small hairpin construct (nc shRNA) transduced cells was calculated and set to 1. Individual samples of non-coding construct transduced or P16 small hairpin (P16 shRNA) transduced cells were then normalized against this average value (**a**,**d**). For the overexpression experiments, the average of the empty vector transduced cells was calculated and set to 1. All samples of empty vector transduced or P16 overexpression construct transduced cells were then normalized against this average value (**b**,**e**). Data are mean ± SEM (*n* = 10 each). * *p* < 0.05, ** *p* < 0.01. Symbols indicate individual values. Western blot for P16Ink4a in Cd31+ (**c**) and Cd146+ (**f**) liver endothelial cells transduced with a P16 small hairpin construct (P16 shRNA) and the respective non-coding control (nc shRNA) or with a P16Ink4a overexpression construct (P16) and the corresponding empty vector control. Tubulin served as standard. Note that the P16 overexpression construct is a fusion between the P16Ink4a cDNA and green fluorescent protein (GFP) resulting in a band at the expected size of 43 kDa.

**Figure 3:**
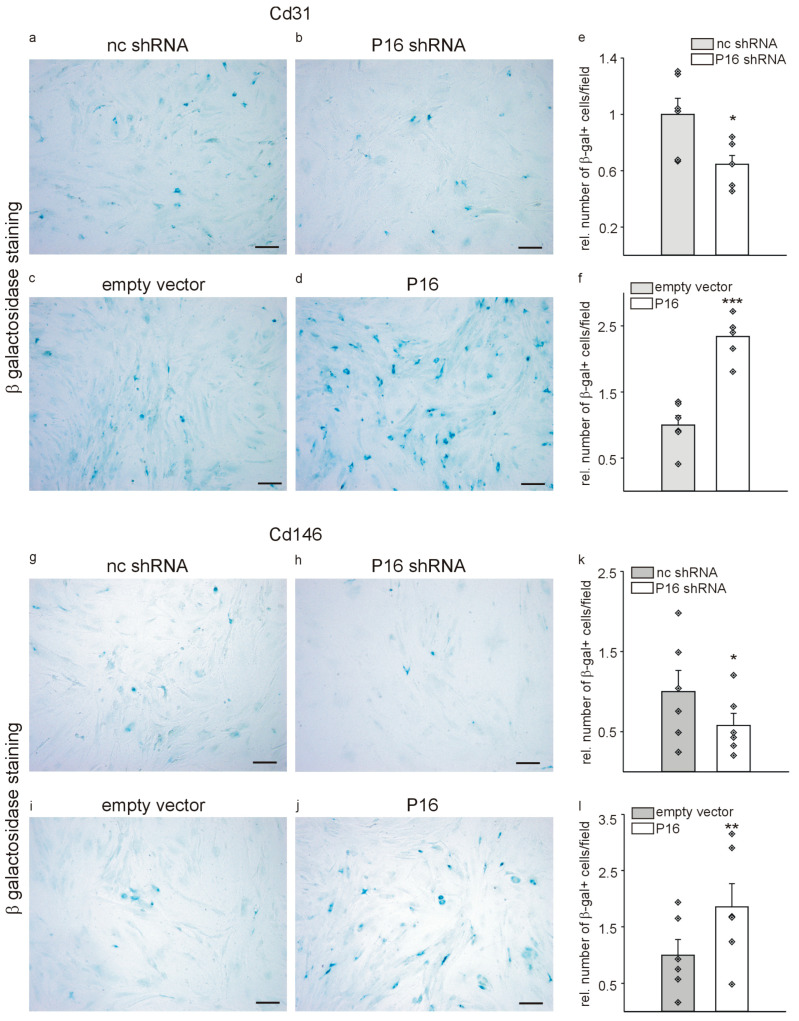
SA-β-galactosidase staining of Cd31+ and Cd146+ liver endothelial cell populations with modified P16Ink4a expression as marker for senescence. Cd31+ cells were transduced with lentiviral particles containing non-coding small hairpin constructs (nc shRNA, (**a**)), P16Ink4a silencing plasmids (P16 shRNA, (**b**)), empty vector controls (**c**) for the P16Ink4a overexpression construct (P16, (**d**)). Quantification of the number of SA-β-galactosidase positive Cd31+ cells with silencing of P16Ink4a compared to the non-coding control (**e**) and overexpression of P16Ink4a compared to the corresponding empty vector control (**f**). Representative SA-β-galactosidase staining of Cd146+ cells transduced with non-coding control constructs (**g**), P16Ink4a small hairpin silencing plasmids (**h**), empty vector controls (**i**) corresponding to the P16Ink4a overexpression construct (**j**). Quantification of the number of SA-β-galactosidase positive Cd146+ cells with silencing of P16Ink4a compared to the non-coding control (**k**) and overexpression of P16Ink4a compared to the corresponding empty vector control (**l**). Scale bars represent 50 µm. Data are mean ± SEM (*n* = 6, each). Symbols indicate individual values. * *p* < 0.05; ** *p* ˂ 0.01; *** *p* ˂ 0.001.

**Figure 4:**
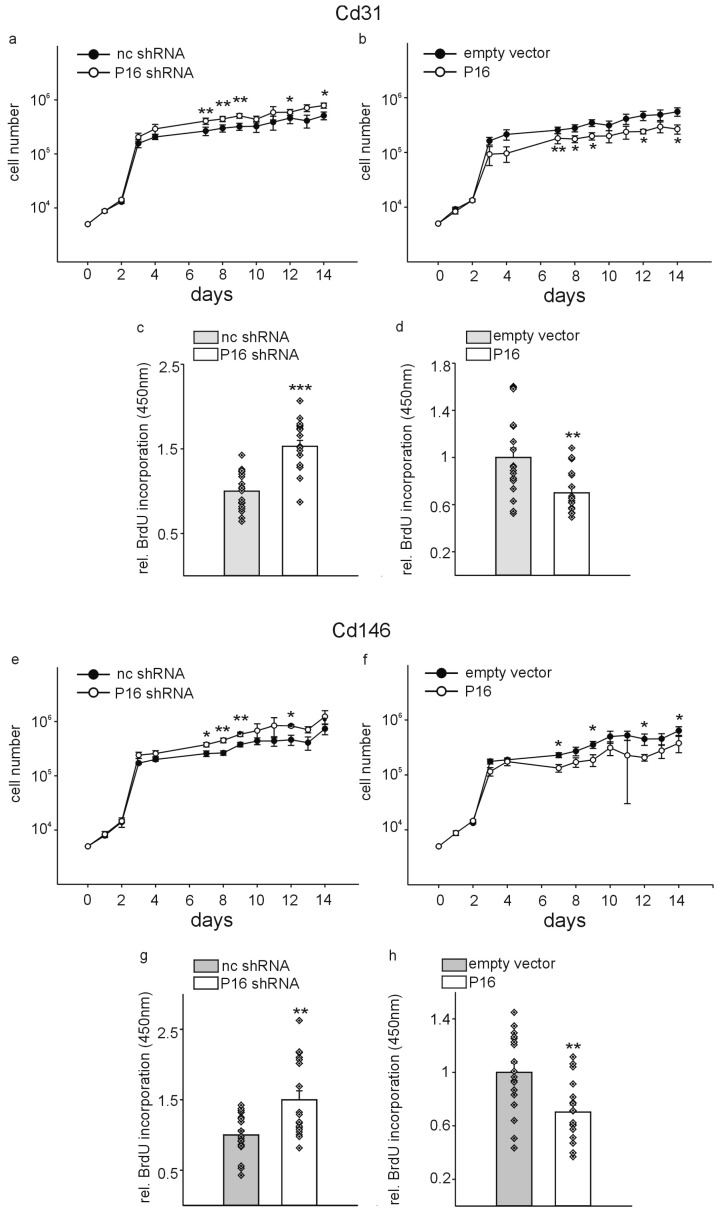
Modification of P16Ink4a levels alters proliferation of liver endothelial cells. Cd31+ were transduced with lentiviral particles containing non-coding small hairpin constructs (nc shRNA) or P16Ink4a silencing plasmids (P16 shRNA) (**a**), or empty vector controls (empty vector) and a P16Ink4a overexpression construct (P16) (**b**). A total of 5 × 10^3^ cells were seeded in 96-well plates and the cells counted daily for two weeks to establish the cell growth curves. (*n* = 12, each). BrdU incorporation was measured after one week of the cell transduction as independent measure for cell proliferation in Cd31+ cells with silencing of P16Ink4a compared to the respective control (**c**) and in cells with P16Ink4a overexpression compared to the corresponding empty vector controls (**d**) (*n* = 18, each). Growth curves of Cd146+ cells with silencing (**e**) or overexpression (**f**) of P16Ink4a (*n* = 12, each). Cells were subjected to the same experimental conditions as for the Cd31+ cells. BrdU incorporation in Cd146+ cells with silencing of P16Ink4a compared to the respective control (**g**) and in cells with P16Ink4a overexpression compared to the corresponding empty vector controls (**h**) (*n* = 18, each). Data are mean ± SEM. Symbols indicate individual values. * *p* < 0.05; ** *p* ˂ 0.01; *** *p* ˂ 0.001.

**Figure 5:**
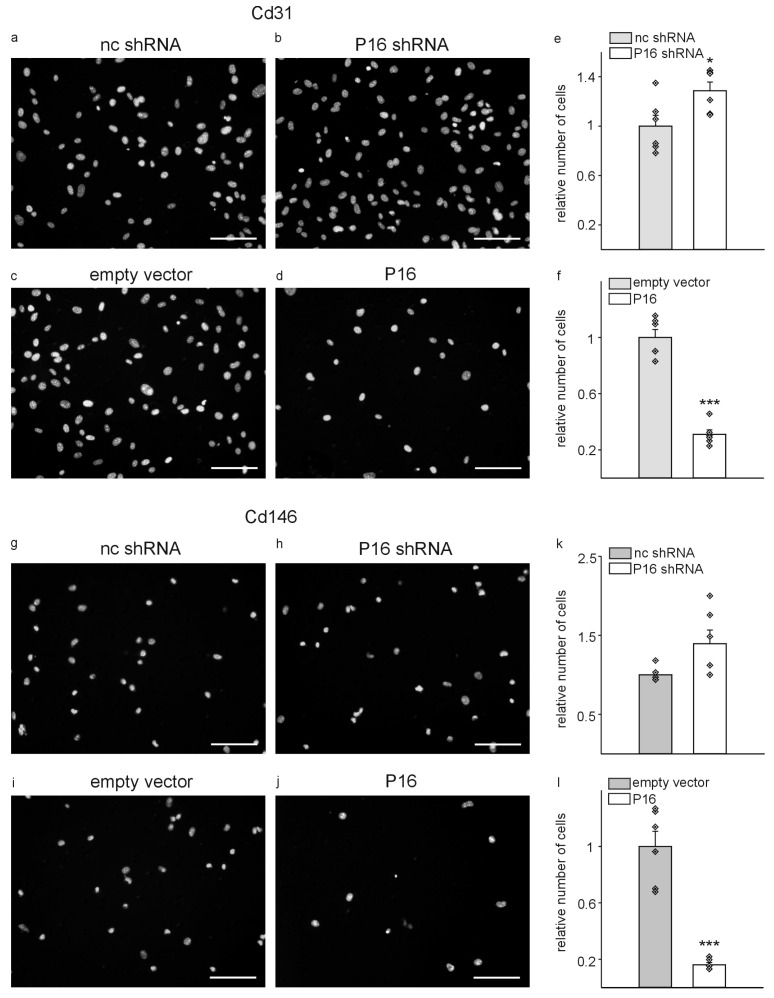
Migration of liver endothelial cells is affected by P16Ink4a. Representative photomicrographs of DAPI-stained Cd31 cells migrated through Transwell membranes. Cells transduced with non-coding small hairpin plasmids (nc shRNA) served as control (**a**) for P16Ink4a silencing plasmid (P16 shRNA) transduced cells (**b**). Empty vector controls (**c**) were compared to cells with overexpression of P16Ink4a (P16) (**d**). Quantification of the number of migrated cells with silencing of P16Ink4a (**e**) and with overexpression of P16Ink4a (**f**) compared to the respective controls. The same experimental approach was repeated with Cd146+ cells including nc shRNA (**g**), P16 shRNA (**h**), empty vector controls (**i**), and overexpression of P16Ink4a (**j**). Quantification of the number of migrated cells was repeated for Cd146+ cells with silencing (**k**) or overexpression of P16Ink4a (**l**) compared to the respective controls. Scale bars represent 50 µm. (*n* = 6, each). Data are mean ± SEM. Symbols indicate individual values. * *p* < 0.05; *** *p* ˂ 0.001. Note that although Cd146+ cells migrate less compared to CD31+ cells, P16Ink4a overexpression significantly inhibits endothelial cell passage through the Transwell membranes in both cell populations.

**Figure 6:**
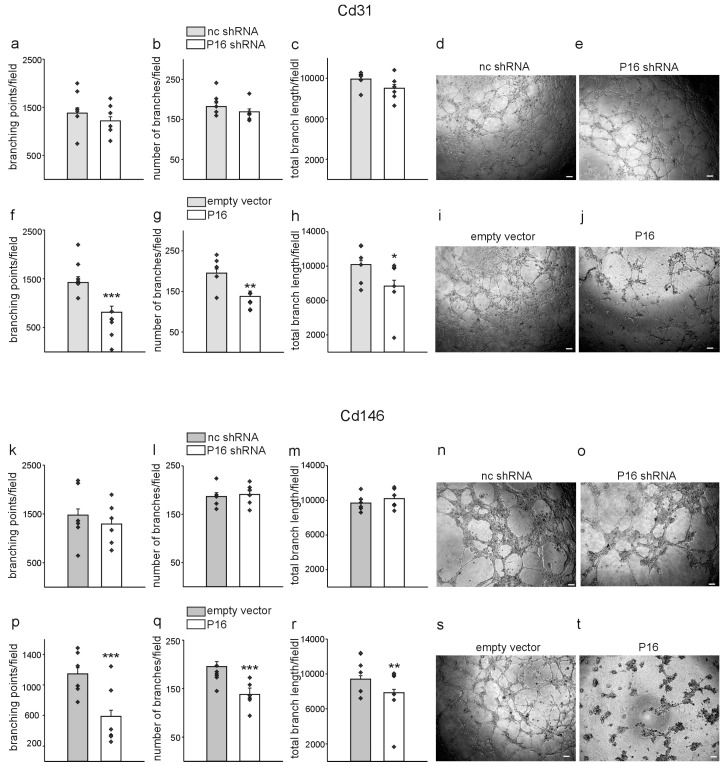
High P16Ink4a reduces in vitro angiogenesis of Cd31+ and Cd146+ liver endothelial cells. Matrigel tube formation assays as in vitro measure for angiogenesis. Branching points (**a**), number of branches (**b**), and total branch length (**c**) were quantified in Cd31+ cells with silencing of P16Ink4a (p16 shRNA) in comparison to the respective controls (nc shRNA). Representative photomicrographs of control endothelial tubes (**d**) and endothelial cells with silencing of P16Ink4a (**e**). Quantification of branching points (**f**), number of branches (**g**), and total branch length (**h**) of endothelial tubes formed from Cd31+ cells with overexpression of P16Ink4a (P16) and the respective controls (empty vector). Photomicrographs of empty vector transduced control Cd31+ cells (**i**) and cells with overexpression of P16Ink4a (**j**). Quantification of branching points (**k**), number of branches (**l**), and total branch length (**m**) of endothelial tubes formed from Cd146+ cells with silencing of P16Ink4a (p16 shRNA) in comparison to the respective controls (nc shRNA). Photomicrographs of Cd146+ control endothelial tubes (**n**) and endothelial cells with silencing of P16Ink4a (**o**). Quantification of branching points (**p**), number of branches (**q**), and total branch length (**r**) of endothelial tubes formed from Cd146+ cells’ overexpression of P16Ink4a (P16) and the respective controls (empty vector). Photomicrographs of empty vector transduced control Cd146+ cells (**s**) and cells with overexpression of P16Ink4a (**t**). Scale bars represent 50 µm. (*n* = 6, each). Data are mean ± SEM. Symbols indicate individual values. * *p* < 0.05; ** *p* < 0.01; *** *p* ˂ 0.001.

**Figure 7:**
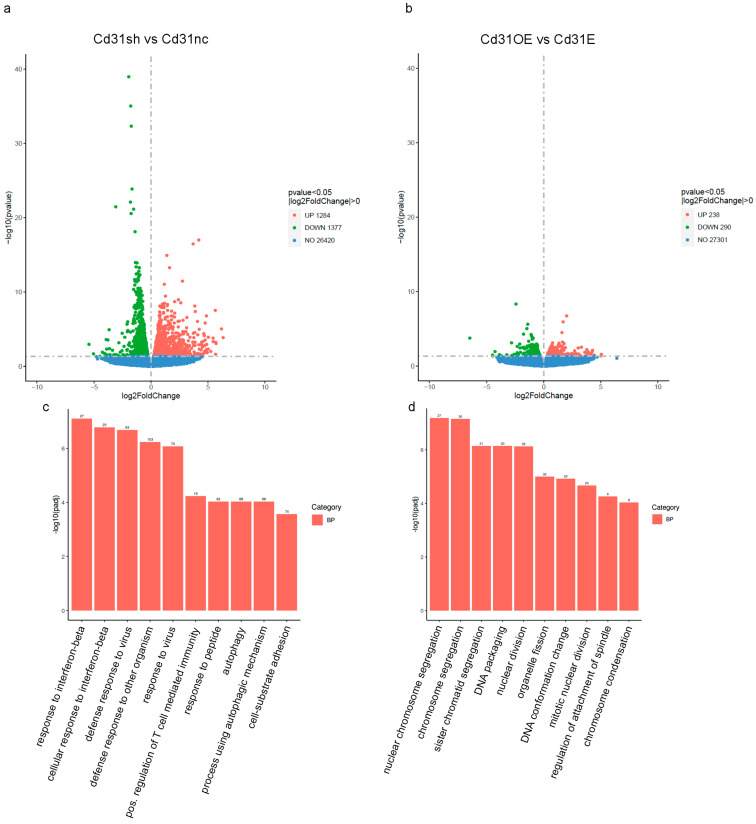

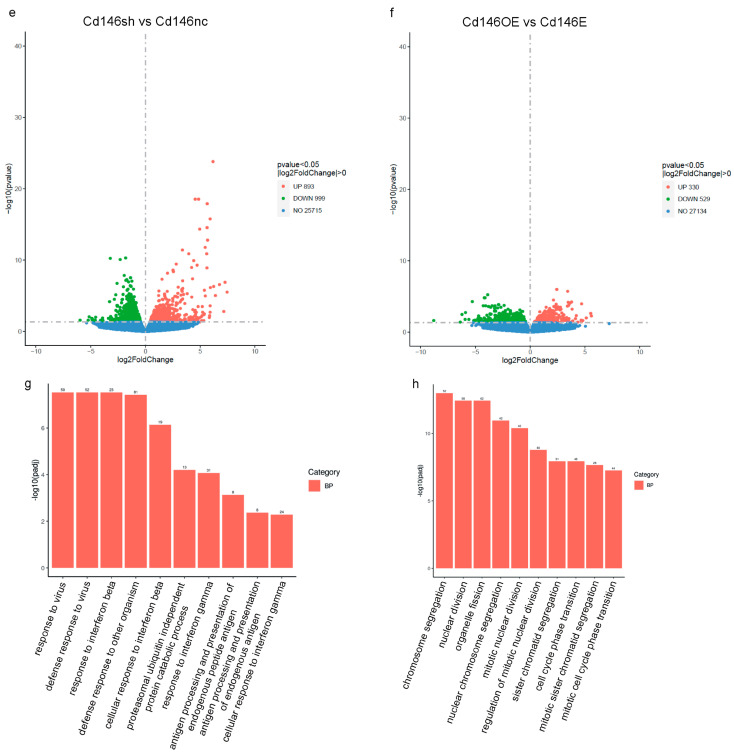
RNA sequencing analysis of Cd31+ (**a**–**d**) and Cd146+ (**e**–**h**) cells with modification of P16Ink4a expression levels (*n* = 3 each) corroborates the dual function of P16Ink4a in endothelial cells. Cells were transduced with lentiviral particles containing either P16 small hairpin (P16 shRNA) or overexpression constructs (P16) and the respective controls (nc shRNA, empty vector). (**a**) Volcano plot analysis of differentially expressed genes in Cd31+ cells with silencing of P16Ink4a (Cd31sh) compared to the respective controls (Cd31nc). (**b**) Volcano plot of differentially expressed genes in Cd31+ cells with overexpression of P16Ink4a (Cd31OE) and the respective control (Cd31E). (**c**) Cluster analysis of differentially expressed genes with the most significantly changed gene ontology terms (BP: biological process) in Cd31+ cells with silencing of P16Ink4a compared to the respective control and (**d**) cluster analysis of differentially expressed genes in Cd31+ cells with overexpression of P16Ink4a compared to the respective control. (**e**) Volcano plot of differentially expressed genes in Cd146+ cells with silencing of P16Ink4a (Cd146sh) compared to the respective controls (Cd146nc). (**f**) Volcano plot of differentially expressed genes in Cd146+ cells with overexpression of P16Ink4a (Cd146OE) and the respective control (Cd146E). (**g**) Cluster analysis of differentially expressed genes with the most significantly changed gene ontology terms (BP: biological process) in Cd146+ cells with silencing of P16Ink4a compared to the respective control and (**h**) cluster analysis of differentially expressed genes in Cd146+ cells with overexpression of P16Ink4a compared to the respective control.

**Figure 8:**
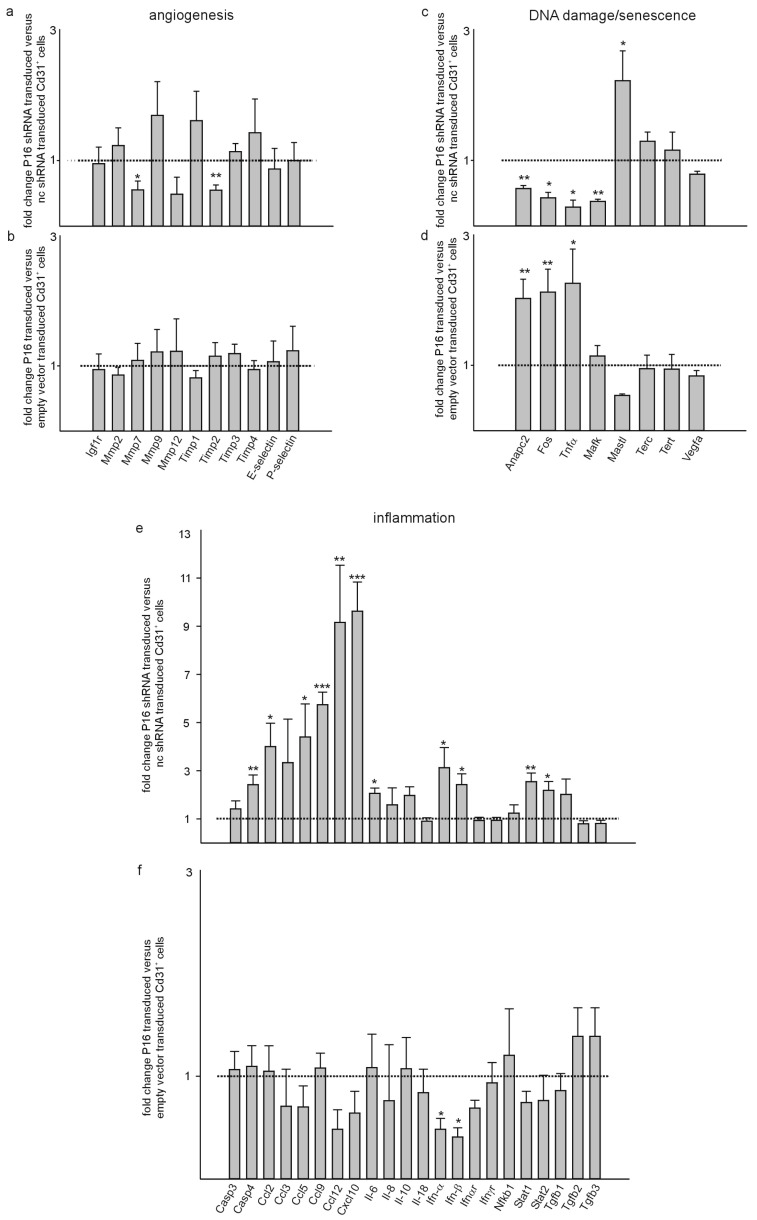

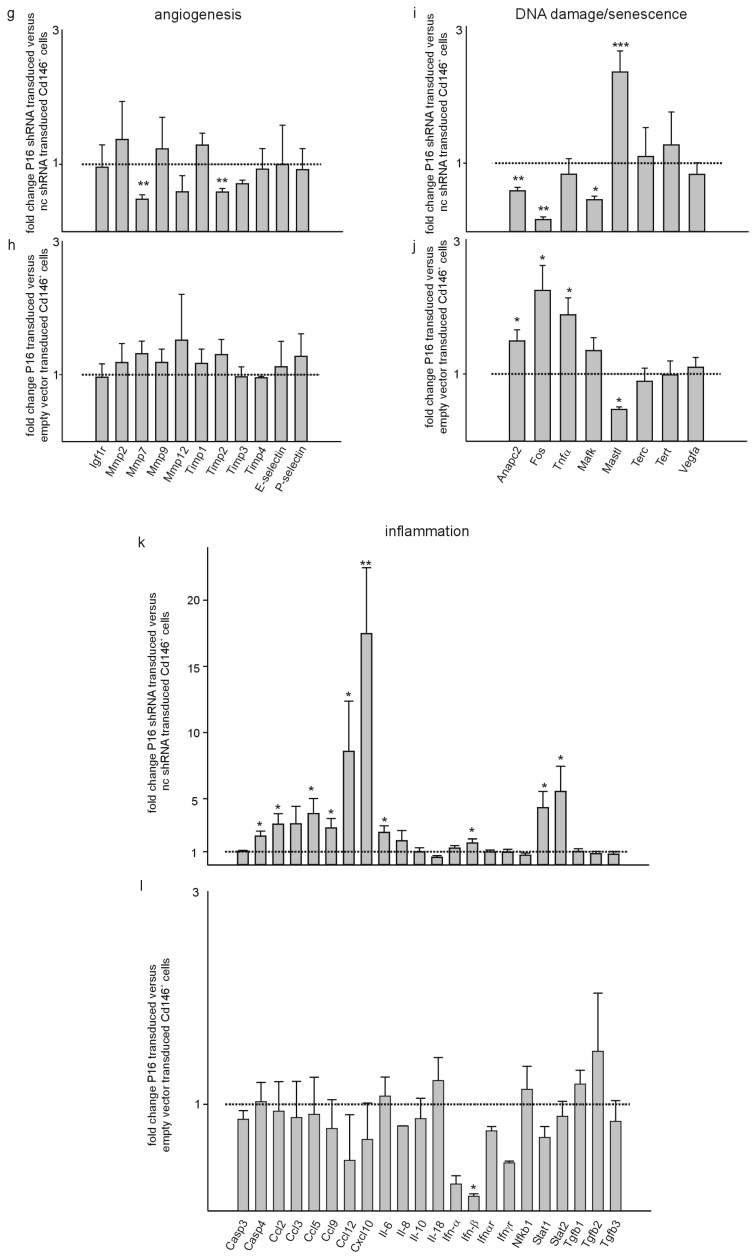
Quantitative RT-PCR corroborates inflammatory signatures upon silencing and DNA damage/senescence features upon overexpression of P16Ink4a. Quantitative RT-PCR of angiogenesis, DNA damage/senescence and inflammation markers of Cd31+ (**a**–**f**) and Cd146+ (**g**–**l**) liver endothelial cells with silencing or overexpression of P16Ink4a (*n* = 8 each). Data are mean ± SEM. ^∗^ *p* < 0.05, ^∗∗^ *p* < 0.01, ^∗∗∗^ *p* < 0.001.

**Figure 9:**
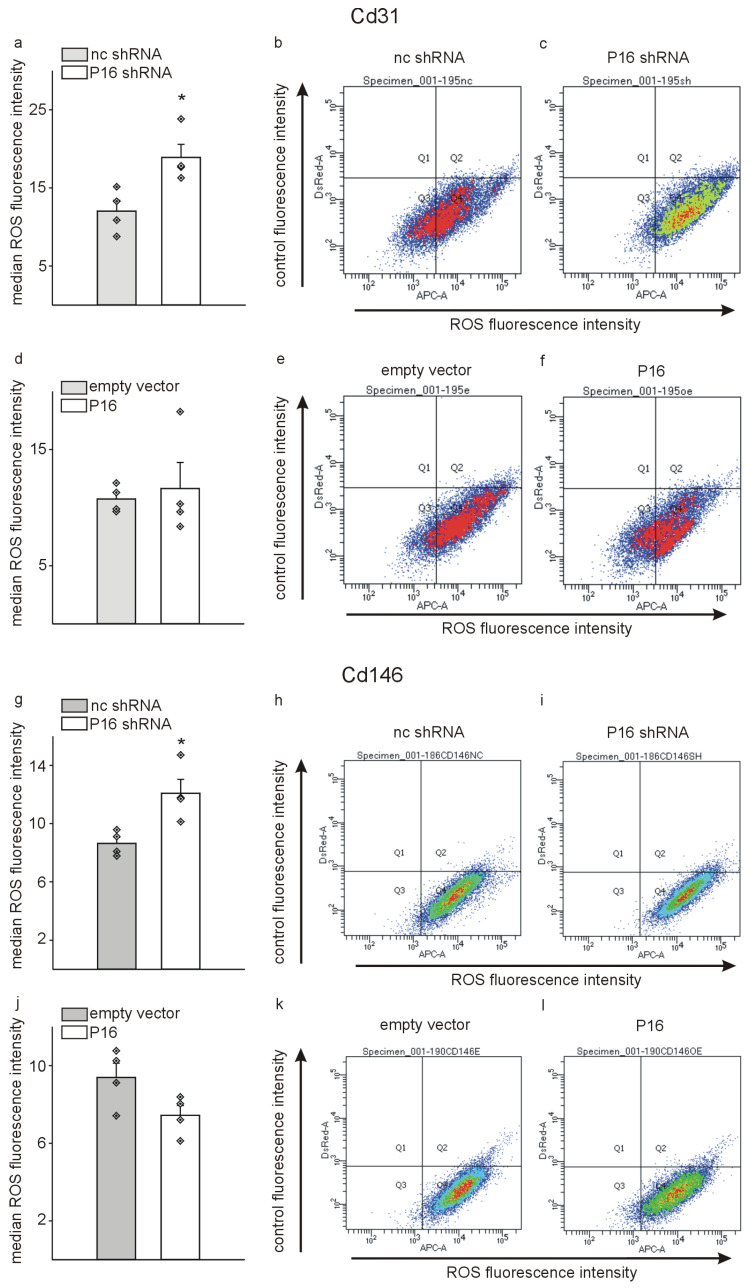
Reduction in P16Ink4a levels generates a higher amount of reactive oxygen species (ROS) in liver endothelial cells. Cd31+ (**a**–**f**) and Cd146+ (**g**–**l**) cells were incubated with CellROX^TM^ Deep Red reagent one week after transduction with P16Ink4a silencing or overexpression constructs and the respective controls and the signal was analyzed by flow cytometry. (**a**) Median values of ROS fluorescence in Cd31+ samples following silencing of P16Ink4a (P16 shRNA) and the respective control (nc shRNA). Representative examples for control (**b**) and P16Ink4a silencing (**c**). (**d**) Median values of ROS fluorescence in Cd31+ samples following overexpression of P16Ink4a (P16) and the respective control (empty vector). Representative examples for control (**e**) and P16Ink4a overexpression (**f**). (**g**) Median values of ROS fluorescence in Cd146+ samples following silencing of P16Ink4a and the respective control. Representative examples for control (**h**) and P16Ink4a silencing (**i**) in Cd146+ cells. (**j**) Median values of ROS fluorescence in Cd146+ samples following overexpression of P16Ink4a (P16) and the respective control (empty vector). Representative examples for control (**k**) and P16Ink4a overexpression (**l**). The data are presented as the mean ± SEM (*n* = 4, each). Symbols indicate individual values. * *p* < 0.05. Note that silencing of P16Ink4a increases ROS production as sign of endothelial damage in both cell populations.

**Figure 10:**
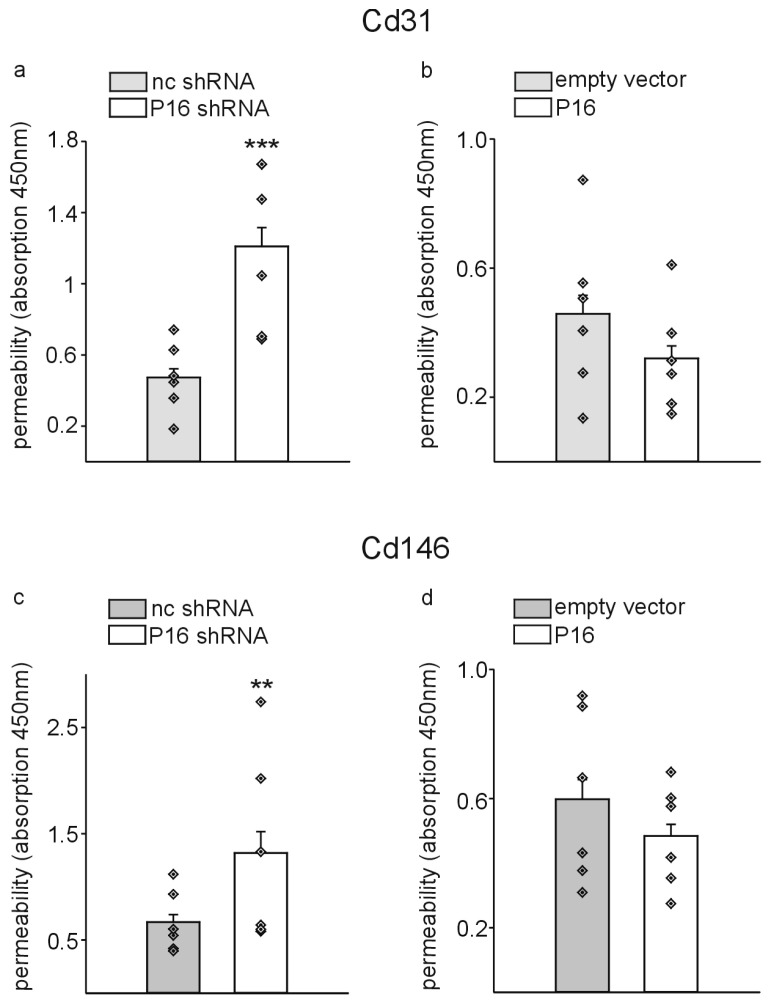
Reduction in P16Ink4a levels causes leakage in liver endothelial cells. Permeability of confluent CD31+ or Cd146+ liver endothelial cells was measured as streptavidin–horseradish peroxidase leakage in Transwell chambers following transduction with P16Ink4a silencing (P16 shRNA) (**a**,**c**) or overexpression constructs (**b**,**d**) and the respective controls (nc shRNA, empty vector). The data are presented as the mean ± SEM (*n* = 6, each). Symbols indicate individual values. ** *p* < 0.01, *** *p* < 0.001. Note that silencing of P16Ink4a significantly increased the permeability while overexpression had no significant effect.

**Table 1:** Primers used for quantitative RT-PCR.

Gene of Interest	Oligonucleotide Sequences
*p16ink4*	F: AGGGCCGTGTGCATGACGTG B: GCACCGGGCGGGAGAAGGTA
*Igf1R*	F: GTGGGGGCTCGTGTTTCT B: GATCTCCGTGCAGTTTTCCA
*Mmp2*	F: CAAGTTCCCCGGCGATGTC B: TTCTGGTCAAGGTCACCTGTC
*Mmp7*	F: CTGCCACTGTCCCAGGAAG B: GGGAGAGTTTTCCAGTCATGG
*Mmp9*	F: CCATGCACTGGGCTTAGATCA B: GGCCTTGGGTCAGGCTTAGA
*Mmp12*	F: GAGTCCAGCCACCAACATTAC B: GCGAAGTGGGTCAAAGACAG
*Timp1*	F: GCAACTCGGACCTGGTCATAA B: CGGCCCGTGATGAGAAACT
*Timp2*	F: TCAGAGCCAAAGCAGTGAGC B: GCCGTGTAGATAAACTCGATGTC
*Timp3*	F: CTTCTGCAACTCCGACATCGT B: GGGGCATCTTACTGAAGCCTC
*Timp4*	F: TGTGGCTGCCAAATCACCA B: TCATGCAGACATAGTGCTGGG
*E-selectin*	F: ATGCCTCGCGCTTTCTCTC B: GTAGTCCCGCTGACAGTATGC
*P-selectin*	F: CATCTGGTTCAGTGCTTTGATCT B: ACCCGTGAGTTATTCCATGAGT
*Anapc2*	F: TCCGATGACTGCGACTCTAGG B: CACTTCCACGAACCACTCCT
*Fos*	F: CGGGTTTCAACGCCGACTA B: TTGGCACTAGAGACGGACAGA
*Tnfα*	F: GTAGCCCACGTCGTAGCAAA B: ACAAGGTACAACCCATCGGC
*Mafk*	F: ATGACGACTAATCCCAAGCCC B: CGTAGCCTCTGTTCTTGAGTGT
*Mastl*	F: TCGGCAAGTGAGGAGAATGAA B: CACCACGGCTAATGGGCTT
*Terc*	F: GTGGGTTCTGGTCTTTTGTTCT B: CTGCAGGTCTGGACTTTCCT
*Tert*	F: TCAAGAGCAGTAGTCGCCAG B: TCTCGGGACAGGATAGCATCT
*Vegfa*	F: CTCACCAAAGCCAGCACATA B: AATGCTTTCTCCGCTCTGAA
*Casp3*	F: ATGGAGAACAACAAAACCTCAGT B: TTGCTCCCATGTATGGTCTTTAC
*Casp4*	F: ACAAACACCCTGACAAACCAC B: CACTGCGTTCAGCATTGTTAAA
*Ccl2*	F: AGCTGTAGTTTTTGTCACCAAGC B: GTGCTGAAGACCTTAGGGCA
*Ccl3*	F: TTCTCTGTACCATGACACTCTGC B: CGTGGAATCTTCCGGCTGTAG
*Ccl5*	F: GCTGCTTTGCCTACCTCTCC B: TCGAGTGACAAACACGACTGC
*Ccl9*	F: CCCTCTCCTTCCTCATTCTTACA B: AGTCTTGAAAGCCCATGTGAAA
*Ccl12*	F: ATTTCCACACTTCTATGCCTCCT B: ATCCAGTATGGTCCTGAAGATCA
*Cxcl10*	F: CCAAGTGCTGCCGTCATTTTC B: GGCTCGCAGGGATGATTTCAA
*Il-6*	F: CACTTCACAAGTCGGAGGCT R: TGCCATTGCACAACTCTTTTCT
*Il-8*	F: CAAGGCTGGTCCATGCTCC B: TGCTATCACTTCCTTTCTGTTGC
*Il-10*	F: GCTCTTACTGACTGGCATGAG B: CGCAGCTCTAGGAGCATGTG
*Il-18*	F: CAAAGTGCCAGTGAACCCCA B: TTCACAGAGAGGGTCACAGC
*NF-κB*	F: ATGGCAGACGATGATCCCTAC B: TGTTGACAGTGGTATTTCTGGTG
*Stat1*	F: TCACAGTGGTTCGAGCTTCAG B: GCAAACGAGACATCATAGGCA
*Stat2*	F: TCCTGCCAATGGACGTTCG B: GTCCCACTGGTTCAGTTGGT
*Tgfb1*	F: AGCTGGTGAAACGGAAGC G B: GCGAGCCTTAGTTTGGACAGG
*Tgfb2*	F: CCATCCCGCCCACTTTCTAC B: CATCAAAGCGGACGATTCTGA
*Tgfb3*	F: GGACTTCGGCCACATCAAGAA B: TAGGGGACGTGGGTCATCAC
*Ifna*	F: GACCTGCAAGGCTGTCTGAT B: AGACAGGGCTCTCCAGACTT
*Ifnar1*	F: AGCCACGGAGAGTCAATGG B: GCTCTGACACGAAACTGTGTTTT
*Ifnb*	F: CAGCTCCAAGAAAGGACGAAC B: GGCAGTGTAACTCTTCTGCAT
*Ifngr1*	F: CTGGCAGGATGATTCTGCTGG B: GCATACGACAGGGTTCAAGTTAT
*Gapdh*	F: AGGTCGGTGTGAACGGATTTG B: TGTAGACCATGTAGTTGAGGTCA
*β-actin*	F: CTTCCTCCCTGGAGAAGAGC B: ATGCCACAGGATTCCATACC
*Rplp0*	F: CACTGGTCTAGGACCCGAGAAG B: GGTGCCTCTGGAGATTTTCG

F: forward primer sequence; B: backward (reverse) primer sequence.

## Data Availability

All data are available on request. Sequencing data were uploaded to the GEO database (GSE281665).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13231929/s1, Figure S1: P16Ink4a overexpression reduces cell migration in wound healing assays in CD31+ cells.; Figure S2: P16Ink4a overexpression impairs migration in CD146+ cells.; Figure S3: Flow cytometry of Annexin-V-staining for detection of apoptotic cells.

How the deposited data were processed for this re-analysis (not part of the article)

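RNA sequencing of 24 libraries was analysed, 3 for each of the 8 combinations of cell population (Cd31+ or Cd146+ mouse liver endothelial cells) and lentiviral construct (nc shRNA, P16 shRNA, empty vector or P16), 7 days after transduction. Condition and replicate number of each library were taken from the sample labels and the names of the count columns, and all 24 count columns were matched to a sample. The count values are, as deposited by the authors, whole numbers of reads counted on each of 56748 genes, without normalization. The methods state that Novogene did the RNA quality control, the sequencing and the data analysis, as in an earlier paper, and the paper's text names neither the aligner nor the genome build. The authors also deposited FPKM values for the same 24 libraries, which were not used here. For each of the 4 comparisons, the authors deposited a log2 fold change of the construct against its control, and the tool that made it is not named in the paper's text. The p-value and the adjusted p-value of each comparison were also computed by the authors before they were deposited, and untestable adjusted values are written as 1. The authors' comparisons are printed only where marked as theirs.

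The counts were analysed with R 4.3.3. Each construct was compared with its own control over the 6 libraries of the 2 groups, with edgeR 4.0.16: low-count filter filterByExpr, TMM normalization, quasi-likelihood fit with robust dispersions and two-sided quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. A gene was counted at an unadjusted p under 0.05, the threshold printed in Figure 7, and at an adjusted p under 0.05. CPM are TMM-normalized where a mean and SD are given, and a count of 3 was taken as the floor. The difference between the effects in the Cd31+ and Cd146+ cells was fitted over all 24 libraries. Lists of genes were tested with camera of limma 3.58.1 (preset inter-gene correlation 0.01), with adjustment over all lists and the 4 comparisons, and also with fry and with an estimated correlation. The lists, written by hand, were interferon response, antigen presentation, mitosis, S phase, inflammation (Figure 8), senescence and, as markers of cell types, endothelial, macrophage, mesenchymal, hepatocyte, cholangiocyte and lymphoid, 12 in all. All their genes were found in the table apart from 1 symbol of the interferon response list. Gene ontology annotation was not used here. The Reactome mouse sets shipped with fgsea 1.28.0 (1457 sets) were tested with camera where 10 to 500 of their genes were tested, and 96.4% of their 7111 Entrez identifiers could be paired with the table. DESeq2 1.42.0 gave its size factors and its Wald test as alternatives. For each 7-base word, the mean shift in log2 fold change of the genes with that word in their 3′ UTR was computed after a linear trend on UTR length, GC content and expression was taken out, with the UTRs of the GENCODE mouse transcripts (11944 genes, 15738 words).

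Within a population, replicate numbers are shared between constructs. After the mean of each condition was taken out, libraries with the same number correlated with a median r of 0.516 (13 pairs, lowest 0.343) in Cd31+ cells and 0.696 (10 pairs, lowest 0.373) in Cd146+ cells, and libraries with different numbers with a median of -0.161 (41 pairs) and -0.0677 (44 pairs). The numbers come from the sample labels, and what they stand for is not stated in the paper's text. They were taken to pair the samples.

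The comparisons, the lists, the alternatives and the rule for the genes to name were set before the data were examined. The genes named are Cdkn2a, the genes the paper names in its RNA sequencing and RT-PCR results, the 5 genes with the smallest p in each direction among those with an adjusted p under 0.05 and separated groups, and the 5 most abundant genes of a list. Which of these genes are printed was narrowed after the first fits. The values of 1 of the named genes are not reported here. The alternatives were all genes with at least 1 count, genes with a mean of at least 10 counts, DESeq2's size factors, one fit over all 12 libraries of a population, the replicate block with the 2 groups or with the 12 libraries, DESeq2's Wald test, fry, estimated correlation, over-representation by Fisher's exact test, and each library left out in turn. Added after the data were seen were a term for the sex-linked transcripts, the results that set silencing against overexpression, the block for the differences and correlations between populations, the tests on Xist and Ddx3y, and the tests on the 3′ UTR words apart from the match with the Cdkn2a transcripts.

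Each comparison was also fitted on the 10 splits of its 6 libraries into 3 and 3, and the differences between the populations on 40 draws with exchanged population labels and on all assignments that keep the numbered pairs together.

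The methods were tested on simulated data with 200 changed genes at the size of each comparison. At a dispersion of 0.02 edgeR recovered 200 of 200, with 9 to 12 false calls. At 0.1 it recovered 156 to 164, with 5 to 10 false calls, and DESeq2's Wald test recovered 159 to 169, with 19 to 23 false calls. The simulated changes were large and in well-counted genes. The libraries were drawn as independent, without the correlation of those with the same replicate number. The recovery thus does not give the power of the real comparisons. In 20 of 20 simulated trials with a shift of -0.3 for the genes with a given 7-base word, the word ranked as the first. Total counts per library lay between 15409767 and 26470392, and this depth bounds low genes: at the floor a level under 0.113 to 0.195 CPM cannot be told from 0. Not analysed here were the RT-PCR, imaging, flow cytometry and protein data, for which no values were held. The fits without the Cd146+ libraries numbered 3 as a group were left out, because that choice would follow from the measured values.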

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

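All tests of explanations in this part were chosen only after the results were seen.

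The effects of a construct on 4 lists of genes differed between Cd146+ and Cd31+ cells by an interaction test over all 24 libraries (camera of limma, two-sided). For silencing, the effect in Cd146+ minus that in Cd31+ cells had a median log2 value of 0.76 for the interferon response list (55 of 63 genes higher, adjusted p = 6.7e-05 from limma), 0.30 for antigen presentation (18 of 20, adjusted p = 0.0281), 0.52 for mitosis (74 of 74, adjusted p = 4.9e-19) and 0.45 for S phase (32 of 35, adjusted p = 1.5e-06). For overexpression it was -0.87 for the interferon response (55 of 63 genes lower, adjusted p = 2.4e-05 from limma), -0.36 for antigen presentation (19 of 20, adjusted p = 0.00641), -0.51 for mitosis (71 of 74, adjusted p = 1.9e-13) and -0.40 for S phase (33 of 35, adjusted p = 2.4e-05). Fry, which allows for correlated genes, gave each of the 8 an adjusted p of 0.911 (limma), without the replicate block. The population labels were then exchanged at random within each construct, in 40 draws with the real one included, each fitted on the 12 libraries of the contrast. A difference as large appeared for silencing in 31 draws (interferon), 33 (antigen presentation), 13 (mitosis) and 13 (S phase), and for overexpression in 22, 3, 7 and 11. These shares are all over 0.05, but the draws part the numbered pairs, which the real labels keep. With the pairs kept together, the numbers can be assigned to the populations in 10 ways for silencing and 27 for overexpression, the real one included. A difference as large came in 8 (interferon), 9 (antigen presentation), 3 (mitosis) and 3 (S phase) of the 10, where a share under 0.1 cannot be reached, and in 5, 1, 6 and 8 of the 27. For overexpression, the interferon, mitosis and S phase differences are thus consistent with chance, and for silencing chance and a difference between the populations cannot be told apart, with too few assignments. For antigen presentation with overexpression, 1 of 27 argues against chance, in 1 of 8 lists tried. Single libraries also moved them. Without Cd146+ P16 shRNA replicate 3 the silencing values were -0.40 for interferon, -0.30 for antigen presentation and 0.19 for mitosis, and without Cd31+ P16 shRNA replicate 3 the first 2 were 1.56 and 0.74. Without Cd31+ nc shRNA replicate 3 they were 0.13 and 0.02, and without Cd31+ P16 shRNA replicate 2 they were 0.46 and 0.12. Antigen presentation was 0.05 without Cd31+ P16 shRNA replicate 1 and 0.61 and 0.56 without Cd146+ P16 shRNA replicates 5 and 6, interferon was 1.16 without the last of these, and without Cd146+ nc shRNA replicate 1 mitosis was 0.25. The overexpression value for interferon was -0.02 without Cd31+ P16 replicate 5, -0.57 without Cd31+ empty vector replicate 1 and -1.37 without Cd31+ empty vector replicate 5. That for antigen presentation was -0.22 without Cd31+ empty vector replicate 1 and -0.23 without Cd31+ P16 replicate 5, and that for mitosis -0.22 without Cd146+ P16 replicate 1 and -0.33 without Cd146+ empty vector replicate 4. The S phase differences with 1 library left out were not analysed here. With a replicate block within each population the values were 0.76, 0.43, 0.36 and 0.29 for silencing and -0.67, -0.24, -0.16 and -0.14 for overexpression. The blocked overexpression values rest on empty vector replicate 5 alone in Cd146+ cells. A difference between the cell types stays open as a biological explanation.

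Over single genes, the same draws gave as many genes with an unadjusted p under 0.05 in 36 of 40 for the silencing difference (168 genes over 12 libraries, median of the draws 493) and in 25 of 40 for the overexpression difference (507 genes, median 633). With an adjusted p under 0.05 the count was 0 and all 40 draws reached it. Between the control libraries of the populations, 2573 genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. For the unadjusted count 2 of 40 draws were as large (median 624.5), a share of 0.05, and for the adjusted count all 40. With the numbered pairs kept together, as many genes with an unadjusted p under 0.05 came in 3 of 10 assignments for silencing, 10 of 27 for overexpression and 3 of 27 for the control libraries, and the adjusted count of 0 in all 10, 27 and 27.

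The 2 control constructs, which the paper does not compare with each other, also differed in some lists under camera with the preset correlation. With nc shRNA against empty vector in Cd31+ cells, the median log2 fold change was -1.02 for the interferon response list (1 of 56 genes higher, adjusted p = 1.9e-30 from limma), -0.34 for antigen presentation (0 of 20 higher, adjusted p = 2.4e-07) and -0.51 for the macrophage list (1 of 14 higher, adjusted p = 0.00221). In Cd146+ cells it was -0.68 for the interferon response (6 of 56 higher, adjusted p = 6.4e-17 from limma), -0.39 for antigen presentation (3 of 20 higher, adjusted p = 4.3e-05), -0.40 for mitosis (2 of 74 higher, adjusted p = 3.9e-13) and -0.30 for S phase (2 of 35 higher, adjusted p = 3.5e-06). In Cd31+ cells fry (limma) gave an unadjusted p of 0.163 for interferon, 0.232 for antigen presentation and 0.491 for macrophages. In Cd146+ cells fry (limma) gave 0.0541 for interferon, 0.0203 for antigen presentation, 0.235 for mitosis and 0.240 for S phase. Without 1 library the Cd31+ values were -0.63 (without empty vector replicate 5) for interferon, -0.15 (nc shRNA replicate 1) and -0.70 (nc shRNA replicate 3) for antigen presentation, and -1.01 (nc shRNA replicate 1), -0.89 (empty vector replicate 2) and -0.07 (empty vector replicate 5) for macrophages. The Cd146+ values were -0.16 (nc shRNA replicate 1), -0.24 (empty vector replicate 4) and -0.70 (nc shRNA replicate 5) for mitosis, and -0.14 (nc shRNA replicate 1) and -0.54 (nc shRNA replicate 5) for S phase. The block over 12 libraries gave -0.72 and -0.89 for interferon and -0.59 and -0.52 for antigen presentation. It gave 0.19 for the Cd31+ macrophage list, where the sign changed, and in Cd146+ cells 0.00065 for mitosis and -0.08 for S phase. The Cd146+ values of this block rest on empty vector replicate 5 alone. A difference between the preparations would bring the interferon median near 0 with the block, and in Cd31+ cells it stayed at -0.72. Of the 10 splits of the 6 control libraries, 3 in Cd31+ cells and 1 in Cd146+ cells gave an interferon median as large, and 7 and 5 as many genes with an unadjusted p under 0.05 (458 and 597). All 10 reached the adjusted count of 0 in both. Of the splits that part as many numbered pairs, the real split was the largest for the unadjusted count, 1 of 4 in Cd31+ and 1 of 6 in Cd146+ cells. The splits of 3 against 3 cannot be told apart from chance below a share of 0.1. Whether the vectors or the hairpin bring a difference stays open. The control for silencing thus lies below the control for overexpression in the interferon response, and the paper's comparisons each use their own control.

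The paper states that the cells came from female mice. Ddx3y, on the Y chromosome, was read in 16 of the 24 libraries at 48.6 to 163 CPM, with Xist at 0.223 CPM or less. The other 8 libraries had Xist at 343 to 804 CPM and 0 counts of Ddx3y, and the sum of 4 Y-linked genes there was 0.226 CPM at most. Animals of both sexes pooled in a library would give both transcripts, and 0 libraries had both over 1 CPM. Libraries exchanged between replicate numbers of different patterns would give both within a number, and 0 of the 7 numbers with at least 2 libraries had both. An exchange between numbers of the same pattern, or between 2 of the 3 numbers with 1 library, would not show and cannot be told apart from the labels as given. The pattern is not balanced over the groups: Xist was read in 1 library with empty vector and 1 with P16 in Cd31+ cells, and in 1 with nc shRNA, 2 with P16 shRNA, 2 with empty vector and 1 with P16 in Cd146+ cells. In Cd31+ silencing all libraries have Ddx3y. A difference in the sex of the animals stays open as the explanation and was not tested otherwise.

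In all 24 libraries Col1a1, a gene of mesenchymal cells, had a higher CPM than Pecam1 (Cd31), with a median ratio of 73.8. The lowest ratio was 3.38 and the highest 3323. Median levels were 10867 CPM for Col1a1, 6886 for Col1a2, 2893 for Acta2, 143 for Pecam1, 142 for Mcam (Cd146) and 111 for Cdh5. Mesenchymal cells in the cultures and a change of the endothelial cells in culture cannot be told apart, since both give a ratio over 1, as the lowest ratio of 3.38 does. No biological explanation was tested.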

How the results depend on the processing

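The term for the sex-linked transcripts, the replicate block within each population and the results that set silencing against overexpression were chosen only after the data were seen. For each change below the cause was not tested, except that fewer libraries enter the fits that leave 1 out. With DESeq2's size factors in place of TMM, and with genes of a mean of at least 10 counts, the counts, correlations, printed single genes and the interferon, antigen presentation, mitosis and inflammation lists of the comparisons all kept their direction and their side of the threshold. Of the 337 results for all genes that the rule names, 1 became weaker with the size factors. The lists between the control constructs, the 3′ UTR words, the splits and the draws were not refitted with them.

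All genes with at least 1 count gave 1294 genes with an adjusted p under 0.05 for Cd31+ silencing (186 with filterByExpr), 10 for Cd31+ overexpression (0), 19 for Cd146+ silencing (0), 11 between the Cd31+ control constructs (0) and 13 between the control libraries of the populations (0). At an unadjusted p under 0.05 it gave 1124 genes for Cd31+ overexpression (544) and 854 for Cd146+ overexpression (525). Where a count was 0, the genes with an unadjusted p under 0.05 numbered 544, 1757, 458 and 2573 in that order, 525 for Cd146+ overexpression and 597 between the Cd146+ control constructs. The interferon median of Cd31+ overexpression was 0.34 with an adjusted p of 0.109 from limma (over all alternatives up to 0.855).

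One fit over all 12 libraries of a population gave 407, 13 and 4 genes with an adjusted p under 0.05 for Cd31+ silencing, Cd146+ silencing and the Cd31+ control constructs, and 934 genes at an unadjusted p under 0.05 for Cd31+ overexpression. The antigen presentation median of Cd146+ overexpression was -0.17 with an adjusted p of 0.0910 from limma.

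The replicate block within the 2 groups gave 4871 genes without (2843 without the block) and 2703 with adjustment for Cd31+ silencing. For Cd31+ overexpression this block gave 1163 and 92, and it rests there on the pairs numbered 2 and 5 alone. With overexpression in Cd31+ cells it gave Cdkn2a 1.77 (adjusted p = 1.1e-07 from edgeR, up to 1.00 over the alternatives), Fos -0.0469, the antigen presentation median 0.11 (adjusted p = 0.293 from limma) and the inflammation median 0.12 (adjusted p = 0.0407 from limma). The block with all 12 libraries gave 4656 and 2561 genes for Cd31+ silencing, 1721 and 1 for Cd31+ overexpression, 4290 and 1335 for Cd146+ silencing, 253 and 1 for Cd146+ overexpression, and 26 with adjustment between the Cd31+ control constructs. It gave Cdkn2a in Cd146+ silencing -3.39 (adjusted p = 0.00884 from edgeR), Pdia3 there -0.0262, the interferon and antigen presentation medians of Cd31+ overexpression -0.0916 and -0.0562, and the inflammation median of Cd146+ overexpression 0.0230. For the overexpression difference between the populations the block within each population rests on the same empty vector library, and no count is given. Without the block that difference had 0 genes with an adjusted p under 0.05 and 631 unadjusted. Of the other single genes printed, 18 results became stronger with the block within the 2 groups and 31 with the block over 12 libraries. Between the control constructs the block over 12 libraries reversed the Cd31+ macrophage list (0.19). It moved the Cd31+ S phase list (-0.15) to an adjusted p of 0.00978 from limma. The Cd146+ mitosis, S phase and macrophage medians were 0.00065, -0.08 and 0.18 with it. The block over 12 libraries moved the senescence list of Cd146+ silencing to an adjusted p of 0.165 from limma. With the block within each population the S phase difference of overexpression was -0.14. Apart from the marker lists, given with the other observations, and the fits that rest on 1 Cd146+ empty vector library, the block changed no other call. No paired analysis was possible because the Cd146+ groups with P16 and with empty vector share only number 5, for the fit with these 2 groups.

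DESeq2's Wald test gave 1103, 4, 333 and 1 genes with an adjusted p under 0.05 for Cd31+ silencing, Cd31+ overexpression, Cd146+ silencing and Cd146+ overexpression, 19 and 4 between the control constructs of Cd31+ and Cd146+ cells, and 661 between the control libraries of the populations. It gave 792 genes at an unadjusted p under 0.05 for Cd146+ overexpression. Cdkn2a was 2.02 (adjusted p = 0.00367 from DESeq2) in Cd31+ overexpression, -3.21 (5.0e-08) in Cd146+ silencing and 2.44 (0.00825) in Cd146+ overexpression. The term for the sex-linked transcripts gave 244 genes at an unadjusted p under 0.05 for Cd146+ overexpression and Fos -0.24 there.

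Fry and the estimated correlation leave the medians as they are and change the test. Both were run without the replicate block. The adjusted p from limma was, for fry and then the estimated correlation, in Cd31+ silencing 0.275 and 0.377 for interferon (median 2.44), 0.311 and 0.507 for antigen presentation (0.88), 0.447 and 0.716 for mitosis (0.20) and 0.109 and 0.339 for inflammation (0.77). In Cd31+ overexpression it was, from limma, 0.855 and 0.806 for interferon (0.34), 0.447 and 0.514 for antigen presentation (0.19) and 0.275 and 0.339 for mitosis (-0.33). In Cd146+ silencing it was, from limma, 0.275 and 0.339 for interferon (3.14) and antigen presentation (1.25), 0.405 and 0.514 for mitosis (0.71) and 0.0568 and 0.215 for inflammation (0.71). In Cd146+ overexpression it was, from limma, 0.447 and 0.514 for interferon (-0.54), 0.360 and 0.514 for antigen presentation (-0.17) and 0.275 and 0.339 for mitosis (-0.88). Fisher's exact test in place of camera gave 75, 23, 96 and 25 Reactome sets (212, 134, 289 and 64 with camera) in the order of the comparisons above. Over genes with an unadjusted p under 0.05 in at least 1 population, the correlation of the silencing effects was 0.816 (0.642 over all genes).

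With each library left out in turn, the adjusted count for Cd31+ silencing lay from 0 to 64, and the unadjusted counts from 189 (without empty vector replicate 2) to 1037 (empty vector replicate 5) for Cd31+ overexpression, 815 (nc shRNA replicate 1) to 2350 (nc shRNA replicate 5) for Cd146+ silencing and 221 (P16 replicate 1) to 1292 (P16 replicate 5) for Cd146+ overexpression. Cdkn2a in Cd31+ silencing lay from -3.39 to -2.81. In Cd146+ cells Pdia3 with silencing lay from -0.0478 (without P16 shRNA replicate 6) to 0.0371, and with overexpression Fos from -0.57 (without P16 replicate 1) to 0.88 and Hjurp from -0.36 (without empty vector replicate 4) to 0.50, both highest without empty vector replicate 2. The medians lay from 0.12 to 0.27 for mitosis in Cd31+ silencing, from -0.46 to 0.67 for interferon, 0.0870 to 0.37 for antigen presentation and -0.0319 to 0.0781 for inflammation in Cd31+ overexpression, and from -0.29 to -0.0756 for antigen presentation in Cd146+ overexpression. Reactome sets numbered 139 to 229, 87 to 160, 168 to 329 and 35 to 119. The overexpression difference between the populations had 0 to 12 genes with an adjusted p under 0.05, and the control libraries 0 to 7, both highest without Cd146+ empty vector replicate 2. The silencing difference of the interferon list lay from -0.40 to 1.56 and that of antigen presentation from -0.30 to 0.74, lowest without Cd146+ P16 shRNA replicate 3 and highest without Cd31+ P16 shRNA replicate 3. The correlation between the populations for overexpression lay from -0.11 to 0.23, and that between silencing and overexpression from -0.0492 (without nc shRNA replicate 1) to 0.25 (without nc shRNA replicate 3) in Cd31+ and from -0.33 to 0.0165 (without P16 replicate 1) in Cd146+ cells.

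Of 1047 alternative fits of the 76 results for single printed genes, 888 kept direction and side of the threshold, 91 became stronger, 55 weaker and 13 reversed. Over all 337 results for genes that the rule names, 343 of 4546 fits reversed, 239 of them with 1 library left out. The depth limits Mmp7, Terc, the interferon genes and other low genes, as given under the other observations.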

Differences from the paper's values

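Of the tests in this part, only the block for the correlation between the populations and the reading of Xist and Ddx3y were chosen after the result was seen.

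For overexpression in Cd146+ cells, 295 genes were lower at an unadjusted p under 0.05 from edgeR, against the paper's 529. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's value with all genes of at least 1 count (505), with all 12 libraries of the population (382), with DESeq2's Wald test (439), without empty vector replicate 5 (376) and without P16 replicate 5 (696). It did not with genes of a mean of at least 10 counts (303) or with DESeq2's size factors (285). Nor did it without P16 replicate 1 (139), empty vector replicate 2 (229), P16 replicate 3 (156) or empty vector replicate 4 (104). The replicate block over 12 libraries is left out here, since empty vector rests on replicate 5 alone in it. The comparison that the authors deposited gives the paper's 529.

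The paper states that overexpression raised Anapc2 and Fos in both populations, by RT-PCR. In the RNA sequencing the log2 fold changes were 0.15 and 0.16 for Anapc2 and 0.66 and 0.46 for Fos in Cd31+ and Cd146+ cells, the groups overlapped, and Fos was -0.05 in Cd31+ cells with the replicate block and -0.57 in Cd146+ cells without P16 replicate 1. The paper states that silencing left Vegfa unaltered in both populations. In the RNA sequencing the log2 fold change of Vegfa was -0.29 in Cd31+ and -0.57 in Cd146+ cells, with adjusted p of 0.337 and 0.428 from edgeR. The paper states that Mmp7 was lower with silencing, and the counts of Mmp7 were 0 in all 24 libraries.

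The paper states that overexpression affected comparable processes in both populations. The Spearman rho of the log2 fold changes of single genes was 0.03, and 0.25 with the block over 12 libraries. Of the 52 genes with an unadjusted p under 0.05 in both populations, 49 changed in the same direction. Of the Reactome sets past the adjusted threshold in both, 26 changed in the same direction (3 higher, 23 lower) and 1 in opposite directions. The mitosis list was lower in both populations (-0.33 and -0.88). The interferon response list had opposite signs (0.34 and -0.54) without the replicate block. With the block over 12 libraries it was -0.09 in Cd31+ and -0.64 in Cd146+ cells, the second resting on empty vector replicate 5 alone. In Cd31+ cells it was -0.46 without P16 replicate 5 and -0.00016 without empty vector replicate 1. Among Cd146+ cells it was -0.28 without P16 replicate 1 and -0.31 without empty vector replicate 5. The paper states that the cells came from female mice, and 16 of the 24 libraries had Ddx3y and no Xist above 0.223 CPM.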

Other observations

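The tests of explanations in this part were chosen only after the result was seen, except the comparison of the words in 3′ UTRs with the Cdkn2a transcripts, while the marker lists and their tests were planned.

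The splits of the 6 libraries of a comparison into 3 and 3 number 10, the real one included, so that a share under 0.1 cannot be reached and chance cannot be told apart from the real groups by them alone. For Cd31+ silencing, a result as large came from 1 split for the unadjusted count, 1 for the adjusted count, 1 for the Reactome sets, 1 for the interferon median, 2 for antigen presentation, 3 for mitosis and 1 for inflammation. For Cd31+ overexpression these were 6, 10, 3, 8, 3, 1 and 9, for Cd146+ silencing 2, 10, 3, 1, 1, 2 and 1, and for Cd146+ overexpression 5, 10, 4, 2, 4, 1 and 1. The 10 of 10 belong to adjusted counts of 0, with 544, 1757 and 525 genes at an unadjusted p under 0.05. Compared only with the splits that part as many numbered pairs, the real split had the largest unadjusted count in each comparison, 1 of 4, or 1 of 6 for Cd146+ overexpression. The other splits reached 1131, 1960, 3112 and 1830 genes at an unadjusted p under 0.05. The 3112 (564 with an adjusted p under 0.05) and the 1830 belong to splits that put the libraries with Xist on one side. With the replicate block, Cd31+ silencing had 4871 genes without and 2703 with adjustment, and the 3 other ways to swap the members of the numbered pairs gave 50, 71 and 159 genes, with 0 after adjustment.

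The rise of the interferon response list with silencing was set against 3 explanations. Macrophages in the cultures with P16 shRNA would raise the macrophage list in the same-numbered pairs, and its largest difference over the pairs was 0.0161, while the interferon list rose by 2.63, 1.95 and 2.90 in Cd31+ and by 4.63 and 2.14 in Cd146+ cells. Of the macrophage list, Lyz2 and C1qa had medians of 48.6 and 5.80 CPM. A difference between the preparations would vanish with the block over 12 libraries, and the lower of the 2 medians was 2.38 there. For the level of P16, overexpression would lower the list, and the median was 0.34 in Cd31+ cells and -0.54 in Cd146+ cells. In Cd31+ cells this effect cannot be told apart from no effect, since the sign there changed without P16 replicate 5 (-0.46) and the median was -0.00016 without empty vector replicate 1, 0.58 and 0.67 without P16 replicates 2 and 3 and 0.66 without empty vector replicate 5. The median in Cd146+ cells was lower than 0 in every alternative, as this explanation predicts. It ranged from -0.74 without P16 replicate 5 to -0.28 without P16 replicate 1 (-0.31 without empty vector replicate 5). With the block over 12 libraries it was -0.64, where empty vector rests on replicate 5 alone. Without the block fry gave the list in Cd146+ cells an adjusted p of 0.447 (limma). By the mean over the list 1 of 3 treated libraries lay below all controls (exact permutation test, two-sided p = 0.3). The level of P16 thus stays open for both populations.

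A hairpin may also lower transcripts other than its target through short matches in their 3′ UTRs. Of 15738 words of 7 bases over 11944 genes, the 10 whose genes fell most in both silencing comparisons include 9 with the core CCGCT. Of the 10, 5 occur in the Cdkn2a transcripts (1054 bases), where 6.40% of all words occur, and 3 of 1000 random stretches of other transcripts hold as many. Genes with the leading word, TACCGCT (184 genes), shifted by -0.28 in Cd31+ and -0.32 in Cd146+ silencing, by -0.05 and 0.00023 with overexpression and by 0.03 and 0.05 between the control constructs. The base composition of the UTRs would lower reordered words as much, and over 171 words with the same bases the lowest mean z was -3.46 against -7.67 for the leading word, with median shifts of -0.03 in both populations. Among the 131 genes lower in Cd31+ silencing at an adjusted p under 0.05 from edgeR, 95 (72.5%) hold a word with this core, against 27.3% of all genes and 36.8% of genes matched on UTR length (10 classes) and GC content (5 classes). This share is partly circular, because the core was found in the same comparison. In Cd146+ silencing, 37.1% of the 842 lower genes held a site found in Cd31+ cells, against 7.34% of the 708 higher genes and 16.4% of all. Because the fold changes of the populations are correlated, pairing of the hairpin and an effect of P16 loss cannot be told apart for these genes. Pairing of the P16 shRNA with other transcripts is a candidate explanation for part of the lower genes, and the sequence of the hairpin is not in the paper's text. It was not tested whether the interferon response follows from the hairpin or from the loss of P16.

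The nc shRNA may have matches of its own. The word whose genes were lowest with nc shRNA against empty vector in Cd31+ cells was AAGAGCA (2037 genes, shift -0.05, z -6.68). In Cd146+ cells it ranked 41 of 15738 among the lowest (shift -0.03). Where other nc shRNA libraries are the control, its genes would be among the most raised, and in Cd146+ silencing the word ranked 3 of 15738 from the top (shift 0.05, z 3.81). Of 104 words with the same bases in another order, 0 had a z as high there (highest 3.26, median -0.946). Cd31+ silencing has the same nc shRNA libraries as the comparison in which the word was found and says nothing on this. This is consistent with a hypothesis of pairing of the nc shRNA with other transcripts, with shifts that are small.

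The 3 Cd146+ libraries numbered 3 had few endothelial transcripts, with Pecam1 at 4.02 to 10.1 CPM, Cdh5 at 3.60 to 6.32 and Mcam at 3.20 to 11.5, against 143 to 286, 109 to 382 and 135 to 404 in the other 9 Cd146+ libraries. Col1a1 was at 10282 to 13349 CPM, against 482 to 12278. A low depth is argued against by the lowest total of the 3 libraries, 18031274, which lies within the range of the others. An exchange with libraries of other numbers or populations is argued against by their Pecam1, 58.6 CPM at least. What made these 3 libraries differ was not tested.

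The marker lists of cell types, not set beside a claim, gave these median log2 fold changes for Cd31+ silencing, Cd31+ overexpression, Cd146+ silencing and Cd146+ overexpression. The endothelial list had -0.39, 0.47, 0.16 and 0.06, with adjusted p of 0.158, 0.00852, 0.932 and 0.340 from limma (camera), and 0.680 from fry for the second, which 16 of 18 genes followed. The macrophage list had -0.06, 0.20, 0.70 and 0.28, with adjusted p of 0.934, 0.783, 0.340 and 0.694 from limma. The mesenchymal list had 0.15, 0.16, 0.61 and 0.20, with adjusted p of 0.545, 0.150, 0.243 and 0.783 from limma. The hepatocyte list (3 to 5 genes tested) had -0.02, -0.05, 0.66 and 0.22, and the cholangiocyte list (4 genes) 0.14, -0.37, 1.2 and -0.62, all with an adjusted p of 0.179 or more from limma. Of the lymphoid list too few genes passed the low-count filter for a test. With the block over 12 libraries the endothelial list fell with silencing in both populations (-0.29 and -0.32, adjusted p = 0.0308 and 0.0330 from limma), against the sign without the block in Cd146+ cells. With that block the macrophage list rose with overexpression in Cd31+ cells (0.57, 14 of 14 genes, adjusted p = 8.2e-09 from limma). In Cd146+ cells its median was 0.47, with empty vector resting on replicate 5 alone. The block within the 2 groups gave 0.65 for the macrophage list of Cd31+ overexpression (adjusted p = 2.7e-10 from limma), and -0.33 for the endothelial list of Cd146+ silencing (0.0272). It also changed the sign of hepatocyte and cholangiocyte medians, at an adjusted p over 0.2 from limma. The cause of these shifts was not tested. Single libraries moved these medians. The endothelial medians lay from -0.77 (without P16 shRNA replicate 3) to 0.28 (nc shRNA replicate 3), 0.01 (P16 replicate 5) to 1.48 (empty vector replicate 5), -0.28 (nc shRNA replicate 3) to 0.90 (nc shRNA replicate 5) and -1.12 (P16 replicate 5) to 0.81 (empty vector replicate 5). The macrophage medians lay from -0.51 (P16 shRNA replicate 1) to 0.33 (P16 shRNA replicate 3), -0.68 (P16 replicate 5) to 0.55 (empty vector replicate 5), -0.14 (P16 shRNA replicate 5) to 2.86 (nc shRNA replicate 5) and -1.96 (P16 replicate 5) to 1.84 (empty vector replicate 5). The mesenchymal medians lay from -0.08 (nc shRNA replicate 2) to 0.57 (nc shRNA replicate 3), 0.04 (empty vector replicate 2) to 0.32 (P16 replicate 5), 0.23 (nc shRNA replicate 1) to 0.61 (nc shRNA replicate 5) and -0.14 (empty vector replicate 4) to 0.42 (empty vector replicate 5). The hepatocyte medians lay from -0.51 (nc shRNA replicate 2) to 0.34 (P16 shRNA replicate 2), -0.23 (P16 replicate 2) to 0.12 (P16 replicate 5), 0.17 (nc shRNA replicate 5) to 0.74 (nc shRNA replicate 3) and 0.01 (P16 replicate 3) to 0.67 (empty vector replicate 2). The cholangiocyte medians lay from -0.30 (P16 shRNA replicate 1) to 1.06 (nc shRNA replicate 1), -0.56 (P16 replicate 3) to 0.33 (empty vector replicate 1), 0.23 (P16 shRNA replicate 6) to 2.50 (nc shRNA replicate 5) and -2.09 (P16 replicate 5) to -0.15 (P16 replicate 1).

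Median levels over the 24 libraries were 298 CPM for Eng and 165 for Emcn. The genes of sinusoidal endothelium Lyve1, Stab2 and Clec4g were at 1.21, 0.411 and 0 CPM, and Alb, a hepatocyte gene, at 0.

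Some genes of the paper's RT-PCR panels were at or near the floor. Mmp7 and Terc had 0 counts in all libraries. Tnf had 65 counts in all, 15 at most in a library and more than 3 in 6 libraries. Ifnb1 had 14 counts, over the floor in 1 library, and 13 Ifna genes together had 17 counts, over the floor in 0 libraries. Mmp9 had 97 counts (10 libraries over the floor), Il10 22 (1), Ccl12 160 (8) and Timp4 26 (2).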
